# The alternative polyadenylation regulator CFIm25 promotes macrophage differentiation and activates the NF-κB pathway

**DOI:** 10.1186/s12964-025-02114-1

**Published:** 2025-02-28

**Authors:** Srimoyee Mukherjee, Atish Barua, Luyang Wang, Bin Tian, Claire L. Moore

**Keywords:** Alternative polyadenylation, Monocyte, Macrophage, CFIm25, Cell cycle, NUDT21

## Abstract

**Background:**

Macrophages are required for development and tissue repair and protect against microbial attacks. In response to external signals, monocytes differentiate into macrophages, but our knowledge of changes that promote this transition at the level of mRNA processing, in particular mRNA polyadenylation, needs advancement if it is to inform new disease treatments. Here, we identify CFIm25, a well-documented regulator of poly(A) site choice, as a novel mediator of macrophage differentiation.

**Methods:**

CFIm25 expression was analyzed in differentiating primary human monocytes and monocytic cell lines. Overexpression and depletion experiments were performed to assess CFIm25’s role in differentiation, NF-κB signaling, and alternative polyadenylation (APA). mRNA 3’ end-focused sequencing was conducted to identify changes in poly(A) site use of genes involved in macrophage differentiation and function. Cell cycle markers, NF-κB pathway components, and their targets were examined. The role of CFIm25 in NF-κB signaling was further evaluated through chemical inhibition and knockdown of pathway regulators.

**Results:**

CFIm25 showed a striking increase upon macrophage differentiation, suggesting it promotes this process. Indeed, CFIm25 overexpression during differentiation amplified the acquisition of macrophage characteristics and caused an earlier slowing of the cell cycle, a hallmark of this transition, along with APA-mediated downregulation of cyclin D1. The NF-κB signaling pathway plays a major role in maturation of monocytes to macrophages, and the mRNAs of null, TBL1XR1, and NFKB1, all positive regulators of NF-κB signaling, underwent 3’UTR shortening, coupled with an increase in the corresponding proteins. CFIm25 overexpression also elevated phosphorylation of the NF-κB-p65 transcription activator, produced an earlier increase in the NF-κB targets p21, Bcl-XL, ICAM1 and TNF-α, and resulted in greater resistance to NF-κB chemical inhibition. Knockdown of Tables 2 and TBL1XR1 in CFIm25-overexpressing cells attenuated these effects, reinforcing the mechanistic link between CFIm25-regulated APA and NF-κB activation. Conversely, depletion of CFIm25 hindered differentiation and led to lengthening of NFKB1, TAB2, and TBL1XR1 3’ UTRs.

**Conclusions:**

Our study establishes CFIm25 as a key mediator of macrophage differentiation that operates through a coordinated control of cell cycle progression and NF-κB signaling. This linkage of mRNA processing and immune cell function also expands our understanding of the role of alternative polyadenylation in regulating cell signaling.

**Supplementary Information:**

The online version contains supplementary material available at 10.1186/s12964-025-02114-1.

## Background

Monocytes and macrophages are members of the mononuclear phagocyte system, a component of innate immunity [1]. Monocytes proliferate in response to infection and injury, and after rushing to the site of interest, mature into active macrophages that can combat invading pathogens or promote tissue repair [2]. In order to manipulate macrophages to be more effective at these roles, we need to better understand how gene expression is regulated during their differentiation.

Alternative polyadenylation (APA) is a widespread mechanism that regulates mRNA and protein isoform expression by determining the position where poly(A) is added to the 3’ end of mRNA transcripts [3–5]. APA often results in mRNA isoforms with the same coding sequence but different 3’ UTRs lengths, with downstream effects on mRNA stability, translatability, localization, and RNA-seeded protein/protein interactions. In contrast, intronic APA alters the coding sequence. We have already documented APA as an important phenomenon in the complex process of monocyte-macrophage differentiation and showed a role for the Cleavage/Polyadenylation (C/P) protein CstF64 in promoting this differentiation [6]. However, many global APA regulators have been identified [7, 8], and it is likely that other proteins besides CstF64 will influence macrophage differentiation through APA. A possible candidate to modulate this transition is the mRNA 3’end processing factor CFIm25 (CPSF5/NUDT21), which is known to be a principal regulator of 3′ UTR length in many cell fate transitions [9–15]. However, its role in macrophage differentiation has not yet been investigated. In our previous study, we have found that compared to other C/P proteins, CFIm25 increased at a time when the first signs of macrophage differentiation were starting to appear [6]. Based on this upregulation, we hypothesized that CFIm25 plays a critical role in the differentiation process and influences important pathways that govern macrophage fate.

To perform its function as an APA regulator, CFIm25 binds specifically to a UGUA motif within the pre-mRNA as a dimer [16, 17] and associates with either the CFIm68 (CPSF6) or CFIm59 (CPSF7) subunit to form an active CFIm complex [18]. Mechanistically, CFIm25 exerts its effect on cell fate by inducing a widespread switch of APA patterns in hundreds of transcripts [14]. Multiple studies have revealed that CFIm25 levels affect the proliferation of many types of tumor cells, with CFIm25 being mostly tumor-suppressive, in part by causing lengthening of transcripts of the cell cycle gene CCND1 [14, 19, 20]. CFIm25 also has antifibrotic properties, and its down regulation amplifies lung, skin, and liver fibrosis [21–23]. CFIm25 blocks the generation of pluripotent stem cells [15], is needed for the differentiation of embryonic stem cells into the ectodermal lineage, and promotes differentiation of neutrophils from a myeloid progenitor cell line [15].

In the current study, we show that CFIm25 overexpression accelerates macrophage differentiation and provide new insights into the molecular regulation of this important cell fate transition. In particular, CFIm25 regulates expression of genes in the NF-κB pathway, which plays a major role in maturation of monocytes to macrophages and protecting these cells from apoptosis [24–27]. CFIm25 modulates the APA and protein levels of the NF-κB regulators TAB2, TBL1XR1, and NFKB1, which are known to enhance NF-κB activation by promoting TAK1 kinase function and NF-κB target gene transcription [28–31]. These changes were correlated with increased phosphorylation of the NF-κB p65 subunit, upregulation of NF-κB targets (p21, Bcl-XL, ICAM1, and TNF-α), and resistance to NF-κB inhibition. Knockdown of TAB2 and TBL1XR1 in CFIm25-overexpressing cells reduced these effects, reinforcing the mechanistic link between CFIm25-mediated APA and NF-κB activation. Our findings identify a new function of CFIm25 in orchestrating the macrophage differentiation program through activation of NF-κB signaling and highlight the role of APA in mediating this transition.

## Materials and methods

### Cell culture, treatment, and microscopy

All cells were maintained in RPMI 1640 medium supplemented with 2 mM L-glutamine and 10% heat-inactivated fetal bovine serum (FBS) at 37 °C in a humidified atmosphere of 5% CO_2_. Differentiation of the HL-60 (ATCC^®^ CCL-240) and THP-1 (ATCC^®^ TIB-202) human monocytic cells into macrophages was performed by treatment with 3 nM phorbol-12-myristate-13-acetate (PMA; Sigma-Aldrich) for up to 24 h. Cells were cultured in 6-well plates at a density of 1 × 10^6^ cells/well. For the NF-κB inhibitor assays, HL-60 and THP-1 cells in both control and overexpressing CFIm25 groups were treated with 5 µM BI605906 or BAY-11-7082, and after 24 h, the cells were treated with PMA in fresh media without inhibitor, followed by subsequent analyses.

To culture human primary monocytes, human whole blood in K3-EDTA was purchased from Vitrologic (Charleston, SC). Collection and use of blood were conducted according to the guidelines of IRB (Institutional Review Board)-approved informed consent and protocols. Human Peripheral Blood Mononuclear Cells (PBMCs) were isolated from whole blood by the Ficoll-Paque density centrifugation method [32]. Then, monocytes were enriched by negative selection using EasySep™ Human Monocyte Isolation Kit (Stem Cell Technologies) according to manufacturer’s protocol. The primary human monocytes were differentiated with 50 ng/ml recombinant human M-CSF (Peprotech) for 5–7 days to obtain macrophages. For monitoring morphological changes, cells were cultured in 6-well plates at a density of 1 × 10^6^ cells/well, after which they were examined and photographed using an EVOS FL fluorescence phase contrast microscope (Thermo Fisher Scientific). All results were obtained from three independent experiments.

### Attachment, proliferation and viability assays

HL-60 and THP-1 cells were either untreated or treated with PMA and left for the indicated times. After that, unbound cells were collected from the plate by washing gently with phosphate-buffered saline (PBS) and collected for counting (denoted as “suspended”). The attached cells were collected by scraping to release them from the plate. Cells were then stained with trypan blue and counted in a hemocytometer and represented as percentage of suspended or attached cells over total (suspended + attached). The figures are an average of three independent observations. The number of live cells before and after differentiation were calculated by trypan blue exclusion to see how well the cells proliferated in each condition. For the viability assay, we used resazurin for a fluorescent assay that detects cellular metabolic activity. The blue nonfluorescent resazurin reagent is reduced to highly fluorescent resorufin by dehydrogenase enzymes in metabolically active cells. This conversion only occurs in viable cells and thus, the amount of resorufin produced is proportional to the number of viable cells in the sample. The resorufin formed in the assay is quantified by measuring the relative fluorescence units (RFU) at 590–620 nm.

### Cell cycle analysis by DNA content

Cell cycle analysis was carried out using propidium iodide staining methods [33]. Briefly, 1 × 10^6^ cells were pelleted at 400 g, resuspended in 1 ml of ice-cold 70% ethanol, and left at 4 °C for at least 24 h (up to 2 months). On the day of data acquisition, cells were spun at 400 g for 5 min and washed twice in PBS. The pellet was resuspended in 300 µl of the Cell Cycle Staining Solution [38 mM sodium citrate, 10 mg/ml pancreatic RNase A (Signa-Aldrich), 68 mM propidium iodide (Sigma Aldrich)]. Samples were acquired on a FACS Calibur or BDLSRII cytometer (BD Biosciences, Franklin Lakes, NJ, United States) using a 610 nm laser. Results were analyzed using Cell Quest Pro, FACS Divia, and FlowJo software version 10.0.8r1 (Flow Jo LLC, Ashland, OR, United States), gating single viable cells and excluding doublets. A total of 10,000 events were acquired for each sample. The histogram of the area of the propidium iodide channel was examined using the cell cycle option of the respective software, choosing the Watson (pragmatic) type of analysis [34].

### Western blot analysis

Western blots were performed with total cell extracts of untreated and differentiated cells. For preparation of extract, RIPA buffer (20 mM Tris-HCl pH 7.5, 150 mM NaCl, 1 mM Na_2_EDTA, 1 mM EGTA, 1% NP-40, 1% sodium deoxycholate, 2.5 mM sodium pyrophosphate, 1 mM β-glycerophosphate, 1 mM Na_3_VO_4_ and 1 µg/ml leupeptin) was added to the cell pellet, followed by incubation on ice for 15 min, centrifugation at 25,000 rcf for 10 min at 4 °C, and supernatant collection. Protein concentration was measured with the BCA reagent (Pierce, Thermo Fisher Scientific), and 50–80 µg protein was separated on a 10% polyacrylamide-SDS gel and transferred to PVDF membrane. Ponceau Red staining was done for total protein staining of blots. The membrane was then cut into segments to enable probing for multiple proteins from the same blot. For overexpression and knockdown experiments, control and treated samples were run on the same gel. The membrane was then blocked for 1 h in 5% non-fat dried milk in TBS-T (Tris Buffer Saline with Tween-20, i.e., 0.05% Tween 20 in 1X TBS) buffer followed by rocking overnight at 4˚C with primary antibodies (antibody sources provided in Supplementary Table 1). Unbound antibodies were removed by 4 × 5 min washes with TBS-T buffer. The membrane was then incubated with an HRP-conjugated secondary antibody at a dilution of 1:5000 for 1 h at room temperature followed by 3 × 5-min washes with TBS-T and a final wash with TBS. The blot was developed with SuperSignal™ West Pico PLUS or Femto Chemiluminescent Substrate (Thermo Fisher Scientific), visualized with a ChemiDoc XRS + System (Bio-Rad), and quantitated using Image J software [35]. GAPDH, β-actin and Lamin B1 were used as control for individual western blots because their levels did not change upon differentiation. Pre-stained protein markers were used as internal molecular mass standards, and each western blot was performed in three biological replicates of each time point of the differentiation process.

### Flow cytometry analysis for macrophage markers

Surface marker analysis of macrophages was performed using flow cytometry. After differentiation, cells were recovered from culture plates by gentle scraping. Cells were washed in a solution of 1X Phosphate Buffered Saline (137 mM NaCl, 2.7 mM KCl, 8 mM Na_2_HPO4, and 2 mM KH_2_PO4), 1% BSA, 0.01 M NaN_3_ and incubated with Human TruStain FcX™ (Fc blocker, Biolegend) for 15 min to block Fc receptors and reduce nonspecific binding. Thereafter, cells were stained with 1:20 of PE-tagged CD38 or PE-tagged CD11b (macrophage markers) antibodies for 30 min on ice. Cells were fixed with buffer (Cytofix, Becton-Dickinson Biosciences), according to the manufacturer’s protocol. Samples were acquired on a BD LSRII flow cytometer, and data were analyzed using FACS diva or FlowJo. For analysis, samples were gated on light scattering properties to exclude dead cells and debris. Unstained control samples were used to determine the level of background fluorescence. The background fluorescence or autofluorescence was nullified by plotting the untagged cells against the fluorescent tag and any scattering parameters, and the fluorescent tag was plotted against forward scatter.

### RNA sequencing by QuantSeq

Library preparation of total RNA was carried out by using the Lexogen 3′ mRNA-Seq QuantSeq FWD kit according to manufacturer’s instructions. Library preparation, quality control, and sequencing were carried out by Admera Health (South Plainfield, NJ, USA). cDNA libraries were sequenced on an Illumina HiSeq machine (2 × 150 nt) at Admera Health.

### APA analysis

The reverse read (read 2) of QuantSeq FWD was used for APA analysis. Briefly, adapter and poly(T) regions were trimmed and trimmed reads were aligned by using STAR-2.7.7a to the human genome sequence (hg19). Only the alignments to PAS regions annotated by the PolyA_DB v3 database (-100 to + 25 nt around each PAS) were kept. The last aligned position (LAP) of each mapped read was compared to PolyA_DB-annotated-PASs [36], allowing ± 24 nt flexibility. Matched reads were considered PAS-supporting (PASS) reads, which were used for further APA analysis. The abundance of transcripts associated with a given PAS was based on the number of PASS reads normalized to the total number of PASS reads per sample, yielding a reads per million (RPM) value. UCSC genome browser tracks were generated by bedtools v2.31.0 [37] and bedGraphToBigWig [38].

For 3′ UTR APA analysis, we used DEXSeq analysis [39], where the two PASs with the highest usage levels in the 3′ UTR of the last exon were compared. One was named proximal PAS (pPAS) isoform, and the other distal PAS (dPAS) isoform. The difference in log_2_[reads per million (RPM) ratios] of the two PAS isoforms between two samples (control and CFIm25 overexpression) was defined as relative expression difference (RED). Significant APA events were those with RED > log_2_(1.2) or < − log_2_(1.2) and *p* < 0.05.

### RT-qPCR analysis

Total RNA extraction was carried out on 2 × 10^6^ cells using Trizol according to manufacturer’s protocol. 1.5 µg of RNA was subjected to reverse transcription using oligo dT primer and Superscript III reverse transcriptase. The cDNA was amplified by qPCR with specific primers (Supplementary Table 2) using the C1000™ thermal cycler with CFX96 Touch Real-Time PCR Detection System (Bio-Rad Laboratories). The relative expression of genes was analyzed quantitatively by the ΔΔC_t_ method. ACTB RNA was used as the normalization control for RT-qPCR-based RNA expression analyses because its level did not change upon differentiation according to the QuantSeq datasets. Primers for total or long transcripts were designed according to the PAS annotation featured in the PolyA_DB database and the PAS that was affected by PMA treatment (as observed in the UCSC genome browser representation of the QuantSeq data).

### Lentivirus construction, SiRNA and cell treatment

The OE-CFIm25 lentivirus vector was a kind gift from Shervin Assassi, University of Texas Health Science Center at Houston, TX [23]. It was generated by cloning the coding sequence (CDS) of human CFIm25 into the pLV-EF1a-IRES-Puro Vector (Addgene) that contains an EF-1a promoter upstream of an IRES element to co-express the puromycin marker. The CFIm25 CDS was inserted between the EF-1a promoter and IRES, which allows the expression of CFIm25 and the puromycin marker from a single mRNA sequence. The vector backbone without an insert was used as OE-control. For CFIm25, TAB2 and TBL1XR1 KD, ON-TARGETplus SMARTpool human siRNAs against each were purchased from Horizon Discovery Biosciences Limited.

### Lentiviral transfection

The recombinant plasmids were co-transfected with the components of Dharmacon™ Trans-Lentiviral packaging kit into HEK293FT cells using FuGENE^®^ HD (Promega Corp.) according to manufacturer’s protocol. Transfection of HEK293FT cells was carried out in 6-well plates when the cells were 80–85% confluent, and transfection media were changed after 16 h. The recombinant lentiviruses were harvested at 48 h post-transfection, spun at 1250 rpm for 5 min and filtered by a 0.45 μm filter to remove cells and debris. Purified viruses were used for infecting monocytic cells. 1 × 10^6^ target cells were seeded in 2 mL of media per well in a 6-well plate and cultured overnight. Lentiviral particles (2 mL per well) were added the next day to the cells in culture media containing 10 µg/mL polybrene for efficient infection. Selection of cells stably expressing OE-control and OE-CFIm25 started 72 h post-transfection. Growth medium was replaced with fresh selection medium containing 1 µg/mL of puromycin. Puromycin-containing medium was refreshed every 2–3 days, and selection was completed after approximately 1 week, after which clones were expanded for 2 more weeks and then frozen for later use.

### siRNA transfection

For all KDs, cells are seeded, allowed to rest for 1 h, then transfected with 50 nM of siRNA pool with jetOPTIMUS^®^ transfection reagent (Polyplus). This was followed by a 6-hour resting time for the cells to take in RNA and recover. Cells are then distributed evenly into six plates that are used for the different time points. Cells are harvested for the 0 h and PMA is added to the remaining plates for the other time points. The time gap between seeding transfected cells and PMA treatment is 7 h.

### ELISA for TNF-α

The BioLegend^®^ Legend Max™ kit was used to perform ELISA according to manufacturer’s protocol. In this sandwich ELISA, a human TNF-α specific monoclonal antibody is precoated on a 96-well strip-well plate. Supernatants from PMA-treated HL-60 and THP-1 cells are used to quantify the amount of expressed TNF-α, which was represented as pg/mL.

### Statistical analysis

Experiments were performed in at least three independent sets. Data are presented as mean ± SE. Statistical analysis was performed using GraphPad Prism 6.01 (GraphPad Software Inc., La Jolla, CA, USA). Two-way analysis of variance (ANOVA) was performed to determine the significance between the groups. Considerations were * = *P* ≤ 0.05; ** = *P* ≤ 0.01; *** = *P* ≤ 0.001. A p value < 0.05 was considered significant.

## Results

### Macrophage differentiation is accompanied by enhanced CFIm25 expression

To study the impact of alternative polyadenylation (APA) in macrophage differentiation, we used two well-established monocytic cell lines, HL-60 and THP-1 [40, 41], which can be differentiated to macrophages by treatment with PMA [42–44]. Treatment of both cell lines was done for a time course (0–24 h), and as observed previously [6, 45], these cells, which normally grow in suspension, displayed increased adherence to the culture dish and no longer proliferated after PMA treatment (Fig. 1A and B). By 24 h, most cells showed other macrophage-like phenotypes such as increased cell size and appearance of filopodia (data not shown).

**Fig. 1:**
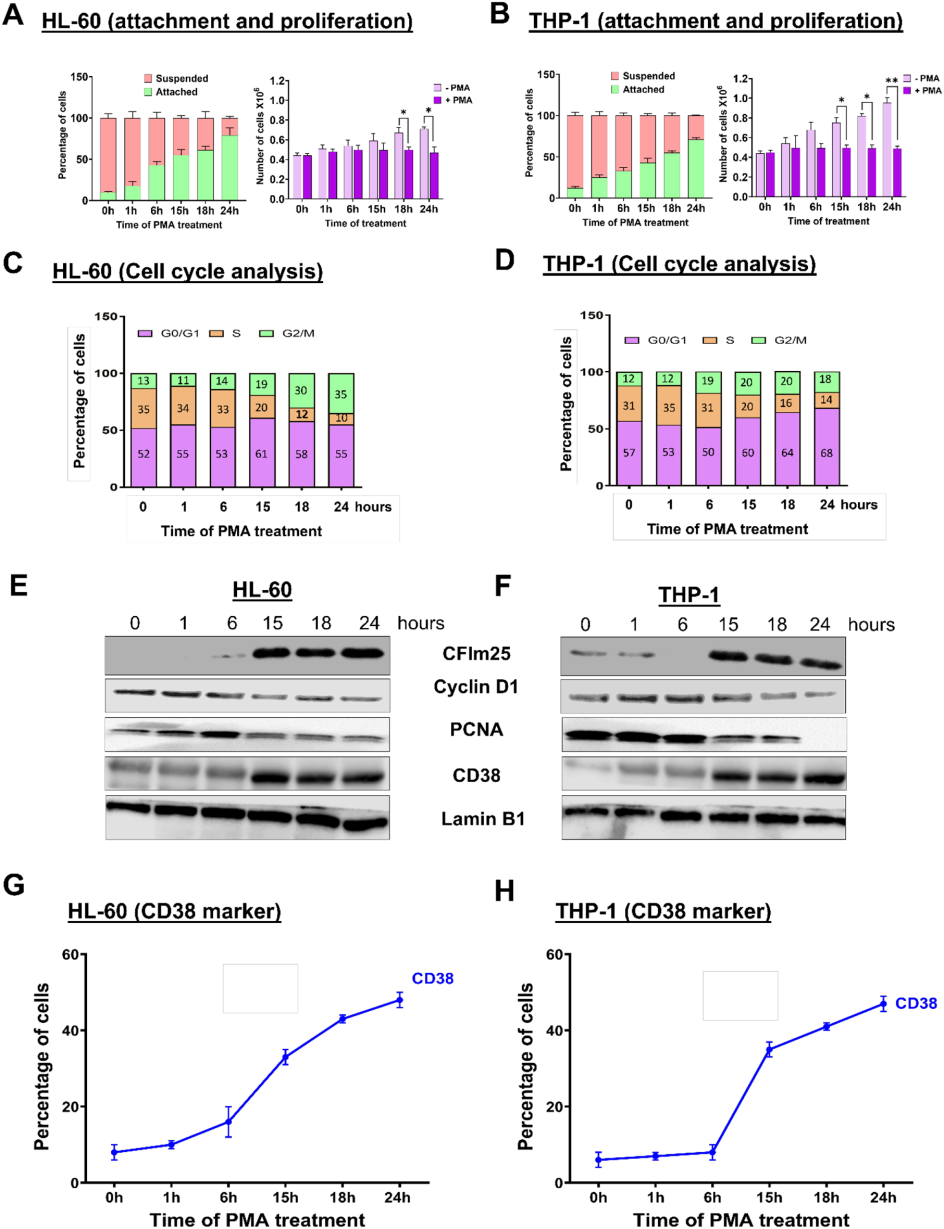
PMA treatment leads to differentiation and enhanced CFIm25 expression. (**A** and **B**) Attachment and proliferation assays in (**A**) HL-60 and (**B**) THP-1 cells. For the attachment assay (left), cells were treated with 3 nM PMA for 0, 1, 6, 15, 18 and 24 h and live cells were visualized and counted by the Trypan blue exclusion assay. The graph presents the percentage of cells that are suspended or attached. For the proliferation assay (right), the number of cells before and after differentiation depicts the absolute cell number in millions, compared to normal cell proliferation in the absence of PMA. The figure represents mean ± SE from three independent experiments. P value < 0.05 was considered significant, where * = *P* ≤ 0.05; **= *P* ≤ 0.01. (**C** and **D**) Cell cycle analysis for the HL-60 (**C**) and THP-1 (**D**) time courses. Cell cycle progression was determined by PI staining followed by flow cytometry at the indicated times after PMA treatment. Quantitative measurement of cell cycle phase is presented as a stacked bar graph. Numbers in each column represent the percentage of cells in the specified phase. Data is representative of at least three biological replicates. (**E** and **F**) Analysis of protein levels during HL-60 (**E**) and THP-1 (**F**) time courses. Western blot of the C/P protein CFIm25, the cell cycle marker cyclin D1, the proliferation marker PCNA, and the macrophage marker CD38, in cells treated with PMA for the indicated times, where Lamin B1 serves as the loading control. (**G** & **H**) CD38 levels by flow cytometry of HL-60 (**G**) and THP-1 (**H**) cells. The expression of CD38 over time is shown as % CD38 + cells. The figure represents mean ± SE from three independent experiments

Cells usually slow down their cell cycle progression while differentiating into distinct cell types [46]. By examining the cell cycle distribution of HL-60 and THP-1 cells during differentiation with flow cytometry, we found that for both cell types, the response to PMA involved slowing of cell cycle progression, with the number of cells in the S phase starting to decrease after 6h (Fig. 1C and D, and Supplementary Fig. 1A and B). Consistent with decreased proliferation, the levels of Proliferating Cell Nuclear Antigen (PCNA), a well-known proliferation marker, and Cyclin D1 (CCND1), a protein which modulates the transition from G1 to S phase, both decreased in expression over the differentiation time course of HL-60 and THP-1 cells (Fig. 1E-F). Macrophage differentiation is also associated with increased expression of macrophage markers [47]. By western blot analysis, we observed an increase in the macrophage marker CD38 [48] (Fig. 1E-F). Flow cytometry analysis showed that CD38 surface expression also increased (Fig. 1G-H and Supplementary Fig. 1C-D).

We recently showed that the cellular changes occurring during macrophage differentiation were accompanied by an overall increase in the expression of the C/P complex proteins, including CFIm25 [6]. In agreement with our earlier work, PMA treatment in the present study increased the levels of CFIm25 in both HL-60 and THP-1 cells at a time frame similar to the changes observed in cell cycle progression and macrophage marker expression (Fig. 1E-F). We also examined CFIm25 levels in human primary blood monocytes induced to differentiate into macrophages with M-CSF. After M-CSF addition, the monocytes attached to the plates and exhibited morphological changes consistent with efficient differentiation as well as increased expression of macrophage surface markers CD16, HLA-DRA, and ICAM1 (Supplementary Fig. 1E-F). We found a large increase in CFIm25 protein level after seven days of M-CSF exposure (Supplementary Fig. 1G). This data demonstrates that the increase in CFIm25 protein that we observed during differentiation of monocytic cell lines is also a feature of primary human monocytes and not a model-specific phenomenon. As described in the Introduction, the CFIm25 protein is known to promote alternative polyadenylation with functional consequences in many cellular transitions, and our goal in this study was to determine the role of CFIm25 in macrophage differentiation.

### CFIm25 overexpression promotes macrophage differentiation and expedites the cell cycle exit

To find out if overexpression of CFIm25 in PMA-treated cells would accelerate the appearance of differentiation phenotypes, we overexpressed CFIm25 in both HL-60 and THP-1 cells with the help of lentiviral constructs (Fig. 2A and B). There was a marked increase in attachment at 6h with no change in cell viability in CFIm25 overexpressing cells compared to controls (Supplementary Fig. 2A and B). An earlier decrease in Cyclin D1 and PCNA further indicated enhanced differentiation (Fig. 2A and B). In accordance with this finding, cells overexpressing CFIm25 had fewer cells in S phase over the differentiation time course, indicating stronger slowing of cell cycle progression for both HL-60 and THP-1 cells compared to the controls (Fig. 2C and D and Supplementary Fig. 2C and D). An enhanced differentiation is also evident from an earlier increase (at 6 h) in the macrophage marker CD38 as demonstrated by western blot (Fig. 2A and B) and an earlier and stronger increase in surface CD38 as measured by flow cytometry (Fig. 2E-F and Supplementary Fig. 2E-F). In summary, overexpression of CFIm25 slows cell cycle progression as evident from flow cytometry and repression of PCNA and Cyclin D1 and enhances expression of a surface marker that distinguishes monocytes from macrophages.

**Fig. 2:**
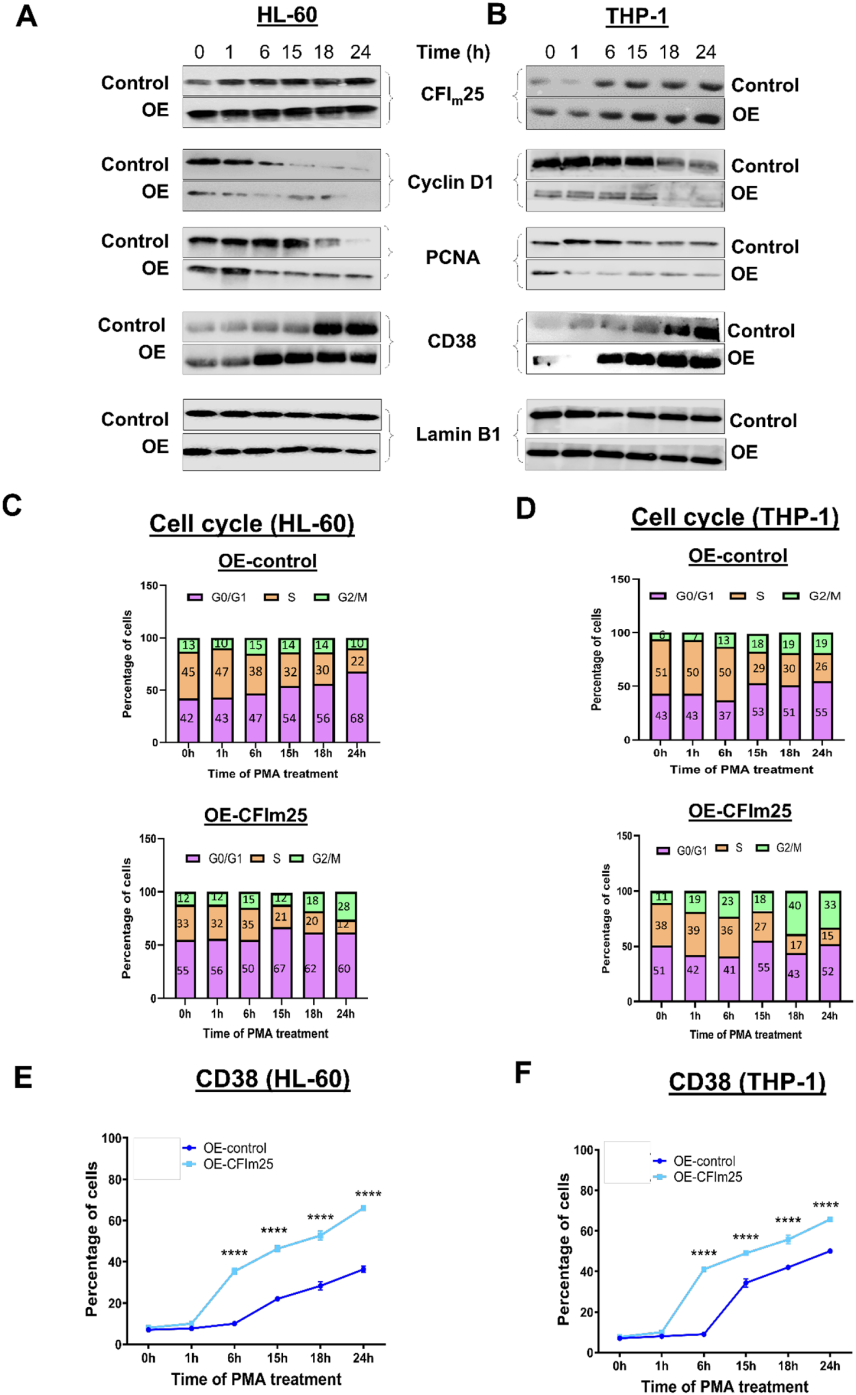
CFIm25 overexpression promotes the differentiation to macrophages and expedites the cell cycle exit. (**A** and **B**) Western blot analysis of CFIm25, cyclin D1, PCNA and CD38 for HL-60 (**A**) and THP-1 (**B**) overexpressing CFIm25 (OE) with respect to control, at the indicated times of PMA treatment. Lamin B1 serves as the loading control. (**C** and **D**) Cell cycle analysis for (**C**) HL-60 or (**D**) THP-1 cells overexpressing CFIm25 and treated with PMA, performed as described in Fig. 1. (**E** and **F**) CD38 levels by flow cytometry of (**E**) HL-60 and (**F**) THP-1 control cells (dark blue) or cells overexpressing CFIm25 (light blue). The expression of CD38 over time is shown as percentage of CD38 + cells. Data is representative of at least three biological replicates and is plotted as mean ± SE. P value < 0.05 was considered significant, where **** = *P* ≤ 0.0001

### CFIm25 depletion suppresses features of differentiation

To determine if CFIm25 depletion has effects on differentiation opposite to that of overexpression, CFIm25 in HL-60 and THP-1 cells was knocked down by transfecting pooled siRNAs against this C/P protein. There was a considerable decrease in CFIm25 protein expression, indicating efficient knockdown (Fig. 3A and B). After PMA treatment and CFIm25 knockdown (KD), these cells displayed decreased attachment but no change in viability (Supplementary Fig. 3A and B). For both cell lines, CFIm25 knockdown blocked the slowing of the cell cycle seen in control cells, with no drop in the number of cells in S phase (Fig. 3C and D, and Supplementary Fig. 3C and D). In addition, Cyclin D1 levels remained high throughout the time course in the KD cells compared to controls, and PCNA levels did not decline as much at the later time points (Fig. 3A and B). By western blot, the macrophage marker CD38 failed to increase over the time course in comparison to the control cells (Fig. 3A and B). By flow cytometry, knockdown strongly repressed the increase of surface CD38 seen in the control cells (Fig. 3E-F and Supplementary Fig. 3E-F). These findings show that depleting CFIm25 leads to a strong delay in differentiation of monocytes to macrophages. Together, the CFIm25 overexpression and depletion experiments indicate that the normal increase in CFIm25 during differentiation expedites the transition of monocytes to macrophages.

**Fig. 3:**
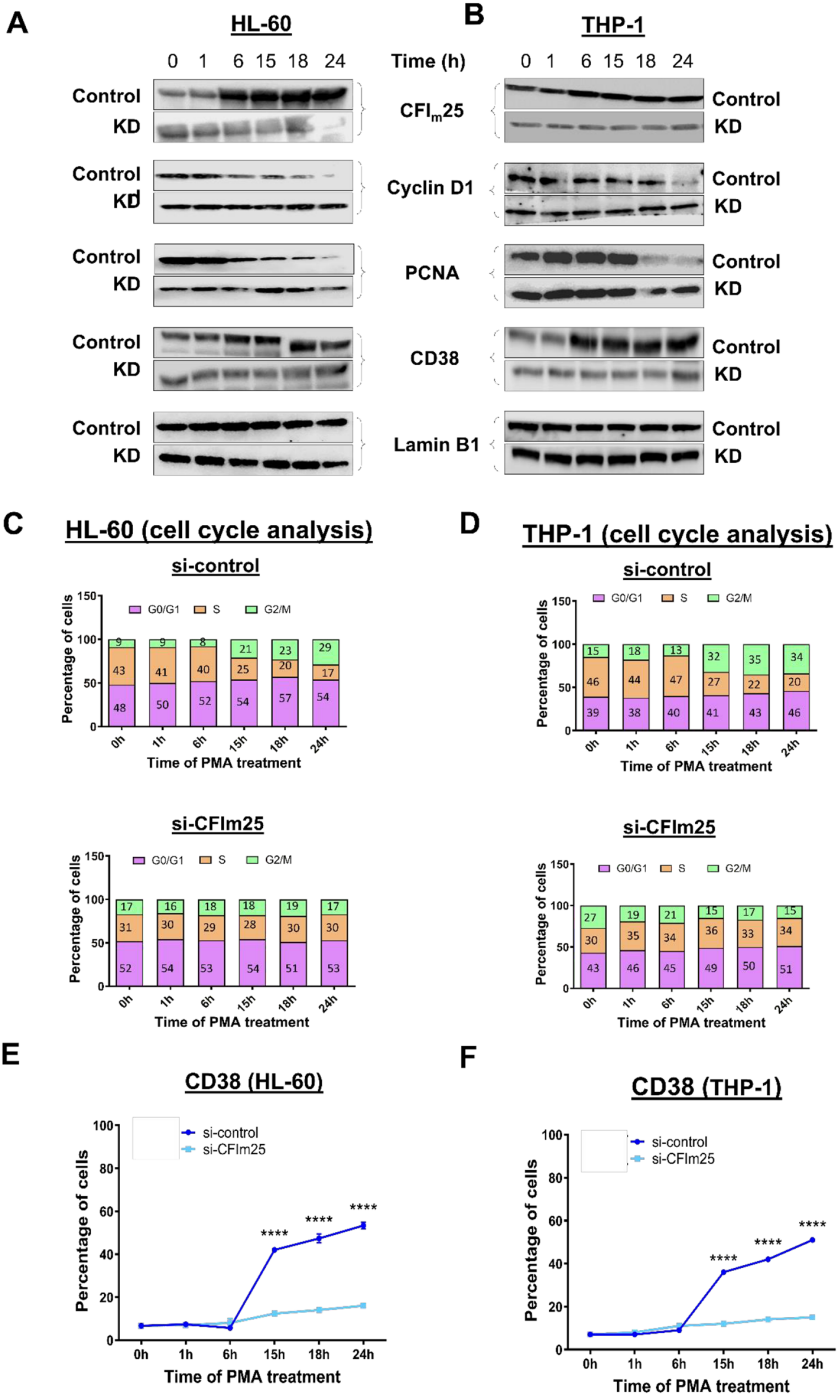
CFIm25 knockdown delays slowing of cell cycle and differentiation to macrophages. (**A** and **B**) Western blots for proteins in HL-60 (**A**) and THP-1 (**B**) cells. Western blot analysis of CFIm25, cyclin D1, PCNA and CD38 at the indicated times of PMA treatment for cells knocked down with siRNA against CFIm25 (KD) with respect to si-control. Lamin B1 serves as the loading control for both the cells. (**C** and **D**) Cell cycle analysis after knockdown of CFIm25 in HL-60 (**C**) and THP-1 (**D**) cells treated with PMA. Cell cycle analysis was performed as described in Fig. 1. (**E** and **F**) CD38 levels by flow cytometry of HL-60 (**E**) and THP-1 (**F**) control cells and cells depleted of CFIm25. The expression of CD38 over time is shown as % CD38 + cells. Data is representative of at least three biological replicates and is plotted as mean ± SE. P value < 0.05 was considered significant, where **** = *P* ≤ 0.0001

### Alternative polyadenylation of CCND1 May contribute to the CFIm25-mediated cell cycle regulation

Usage of the proximal PAS to generate shorter isoforms of CCND1 (Cyclin D1) mRNA has been associated with increased cyclin D1 protein and increased cell proliferation of HEK293T, lung cancer, and breast cancer cells [19, 20, 49]. In addition, CFIm25 depletion in lung cancer cells decreased CCND1 distal PAS usage and enhanced cyclin D1 levels and cell proliferation [20]. Since our data showed that cyclin D1 protein levels were inversely correlated with CFIm25 levels in differentiating monocytes, we wanted to investigate whether the CCND1 APA status could contribute to these changes. We first determined the total level of CCND1 mRNA expression in HL-60 and THP-1 cell lines using primers designed to amplify the exon 2–3 junction (Fig. 4). CCND1 mRNA decreases in the control cells between 0 and 18 h and decreases even further upon CFIm25 overexpression (Fig. 4A and B). Next, we measured APA changes by a PCR-based method, where long isoforms were detected with a primer pair just upstream of the mapped distal PAS (Fig. 4), and the ratio of long/total mRNA expression was used to determine the change in usage of the distal site. Using this strategy, we found significantly increased usage of the distal sites, i.e., formation of longer isoforms upon CFIm25 overexpression during macrophage differentiation, along with an increase in the long mRNA isoforms (Fig. 4C and D and Supplementary Fig. 4A). In contrast, CFIm25 knockdown resulted in an increased expression of total mRNAs coupled with significant shortening of CCND1 transcripts during the course of differentiation (Fig. 4E-H and Supplementary Fig. 4B). Thus, the lengthening that we observe in CCND1 mRNAs could explain the decrease in cyclin D1 protein and contribute to the slowing of the cell cycle during macrophage differentiation.

**Fig. 4:**
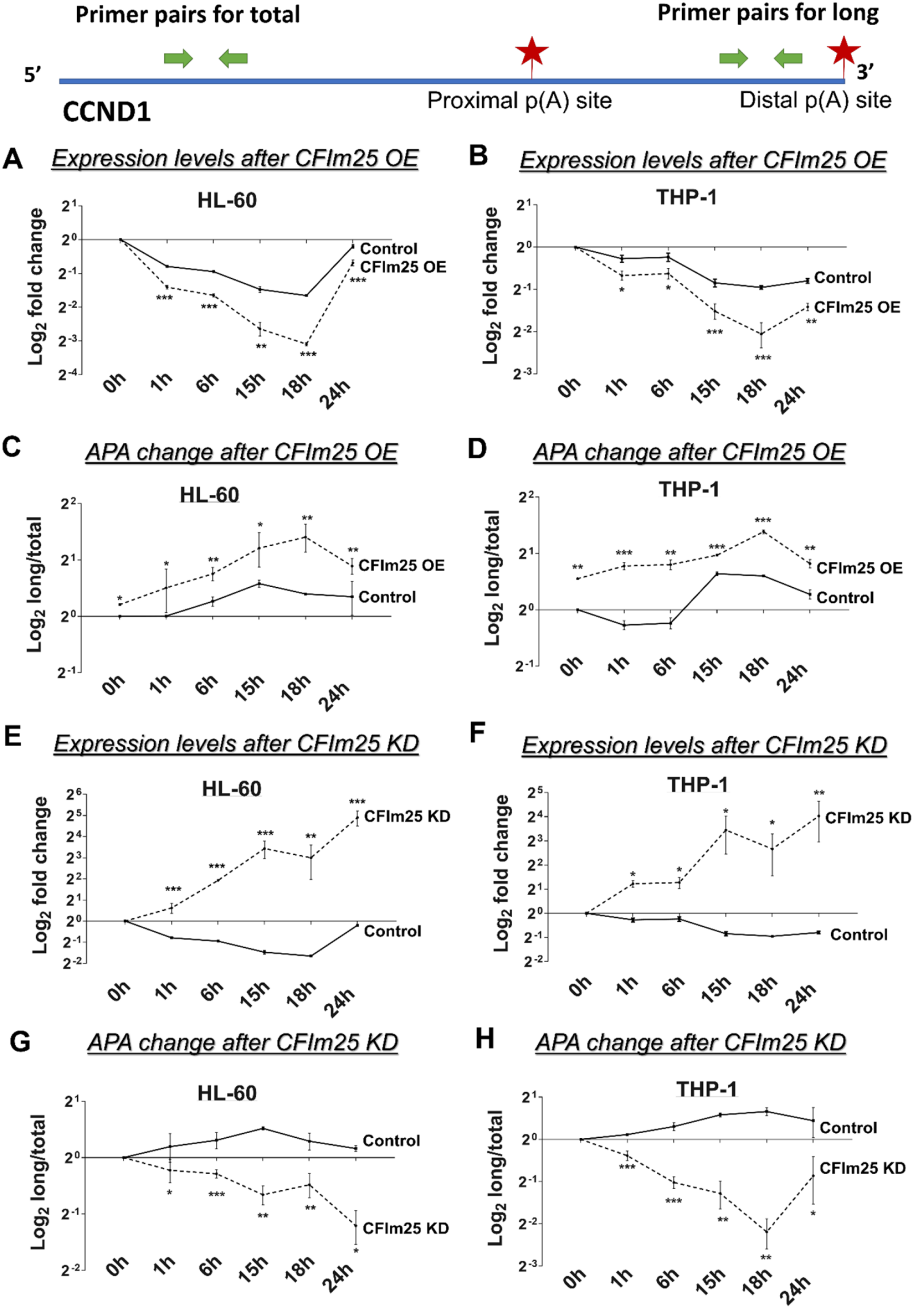
APA and expression of CCND1 after CFIm25 manipulation. Real-time quantitative PCR (RT-qPCR) analysis of the expression and distal PAS usage of CCND1 used two pairs of primers, where one represents the total transcript level and the other primer pair targets sequences just upstream of the distal PAS to detect long transcripts. Positions of primer pairs for each gene are provided in the top panel and sequences in Supplementary Table 2. (**A** and **B**) Fold changes (log_2_) in expression of total CCND1 mRNA during the 0–24 h time course post PMA treatment of HL-60 and THP-1 cells which are transfected with either control or constructs overexpressing CFIm25. Values are normalized to ACTB mRNA. (**C** and **D**) Changes in ratio of long to total transcript levels of control and CFIm25 overexpressing cells. (**E** and **F**) Expression changes after knocking down CFIm25 compared to controls. (**G** and **H**) Changes in ratio of long to total transcript levels of control and CFIm25-depleted cells. Graphs represent mean ± SE from three independent experiments. P value < 0.05 was considered significant, where * = *P* ≤ 0.05; **= *P* ≤ 0.01; *** = *P* ≤ 0.001

### Global effect of CFIm25 overexpression on alternative polyadenylation during macrophage differentiation

To determine the effects of CFIm25 on other PAS usage during macrophage differentiation, we used the QuantSeq 3’ mRNA-sequencing method [50], which can provide information on differential APA events. 

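The data compare HL-60 cells, a human promyelocytic leukemia line, that overexpressed CFIm25 (OE-CFIm25) with control cells (OE-control), both after 6 h with 3 nM PMA, the phorbol ester used to drive these cells toward macrophages. There were 3 samples in each group. In QuantSeq FWD, reverse transcription is primed from the poly(A) tail with oligo(dT), so that reads collect at the 3’ ends of mRNAs and their ends mark the PAS that was used. The authors trimmed read 2, aligned it with STAR 2.7.7a to hg19 and kept reads ending within 24 nt of a PAS of PolyA_DB (PASS reads). The deposited library statistics list 6 libraries by number with no condition, so their depth is given over all 6 together. Raw reads numbered 20531430 to 22235975 per library (median 21447124), and PASS reads in RefSeq genes numbered 3525582 to 3845872 (median 3603012). The PASS reads in genes made up 16.27% (95% Wilson interval 16.26 to 16.29%) of the raw reads in the lowest library and 18.64% (18.62 to 18.65%) in the highest, and these intervals cover counting error only. For each gene, the authors compared the pPAS and dPAS, the 2 most used PASs in the 3’ UTR of the last exon, and gave the change as RED, the log2 ratio of dPAS to pPAS in OE-CFIm25 minus that in OE-control. A positive RED is a lengthened and a negative RED a shortened 3’ UTR. The authors' deposited table holds 1 RED and 1 adjusted p per gene for the comparison of the groups and no value per sample. The spread between the 3 samples of a group therefore cannot be given here, and no test of reads was run. The column of p-values is headed as adjusted and from a Fisher test, whereas the methods and the title of the deposited sheet name DEXSeq. These labels differ, and nothing else in the sources used here says which test made the column. After 1 repeated row was removed, the table held 2723 genes. A gene was called where its RED was beyond log2(1.2) in either direction, which is 0.26, with an adjusted p under 0.05.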

PolyA+-selected RNA samples from HL-60 cells overexpressing CFIm25 and control cells after 6 h of PMA treatment were sequenced and analyzed to identify changes in isoform usage. We selected the 6 h timepoint because at this time, the control cells are entering a transition phase marked by slowing of the cell cycle and changes in the expression of the surface marker CD38 (Fig. 2C and E). We classified significant APA events as those where *P* ≤ 0.05 and found two genes to be lengthened (NFYC and UCK2) and eight genes to be shortened (CHMP4B, FERMT3, IREB2, OAZ1, SRI, TAB2, TBL1XR and TM9SF2). 

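The 3’ UTRs of 8 genes were shortened and those of 2 genes were lengthened in the authors' deposited table, out of 2723 genes. These 10 were the genes the paper names, and each had the direction the paper gives. NFYC, a subunit of the CCAAT-binding factor NF-Y, had the largest shift of the called genes, with a RED of 1.39 in the authors' deposited table, a 2.62-fold higher ratio of dPAS to pPAS in OE-CFIm25 than in OE-control. UCK2, a uridine-cytidine kinase of pyrimidine salvage, had a RED of 0.99 in the authors' deposited table. Of the shortened genes, TAB2, an adaptor of the kinase TAK1, had the lowest RED in the authors' deposited table, at −1.26. The calcium-binding protein gene SRI had a RED of −1.10, TM9SF2 one of −1.01 and the integrin activator FERMT3 (kindlin-3) one of −0.95 in the authors' deposited table. The authors' deposited table gives −0.87 for OAZ1, which inhibits polyamine synthesis, −0.85 for TBL1XR1, −0.82 for the ESCRT-III gene CHMP4B and −0.63 for IREB2, which encodes an iron-responsive RNA-binding protein. In TBL1XR1 and IREB2 the pPAS is followed by A-rich genomic sequence. The adjusted p in the authors' deposited table ran from 0.0101 for SRI and TM9SF2 to 0.0375 for TBL1XR1.
The genes next in line were not called. RPN1, of the oligosaccharyltransferase complex, had a RED of 0.93 with an adjusted p of 0.0523 in the authors' deposited table. The spliceosomal gene SNRPD3 had a RED of −0.80 (adjusted p = 0.0711) and the myosin light chain gene MYL12A one of 0.89 (adjusted p = 0.0739) in the authors' deposited table. FTL, the ferritin light chain, had a RED of 0.59 (adjusted p = 0.0826) in the authors' deposited table, from PASs only 28 nt apart. EFTUD2 (−1.01, adjusted p = 0.0936) and TRIM65 (−0.72, adjusted p = 0.0985, with A-rich sequence after its pPAS) also had a RED past the threshold but not the p in the authors' deposited table. OTUD5 (0.98), GHITM (−0.71) and FAM43A (−1.90) shared an adjusted p of 0.109 in the authors' deposited table. In OTUD5 the pPAS is followed by A-rich sequence, whereas the RED of this gene points to the dPAS. IRF1 had a RED of 1.31 with an adjusted p of 0.124 in the authors' deposited table, with A-rich sequence after its dPAS (19 A in 20 nt). The split of 8 shortened to 2 lengthened genes did not differ from an even split (two-sided exact binomial test, p = 0.109), and genes are not independent replicates.

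**Figure D1:**
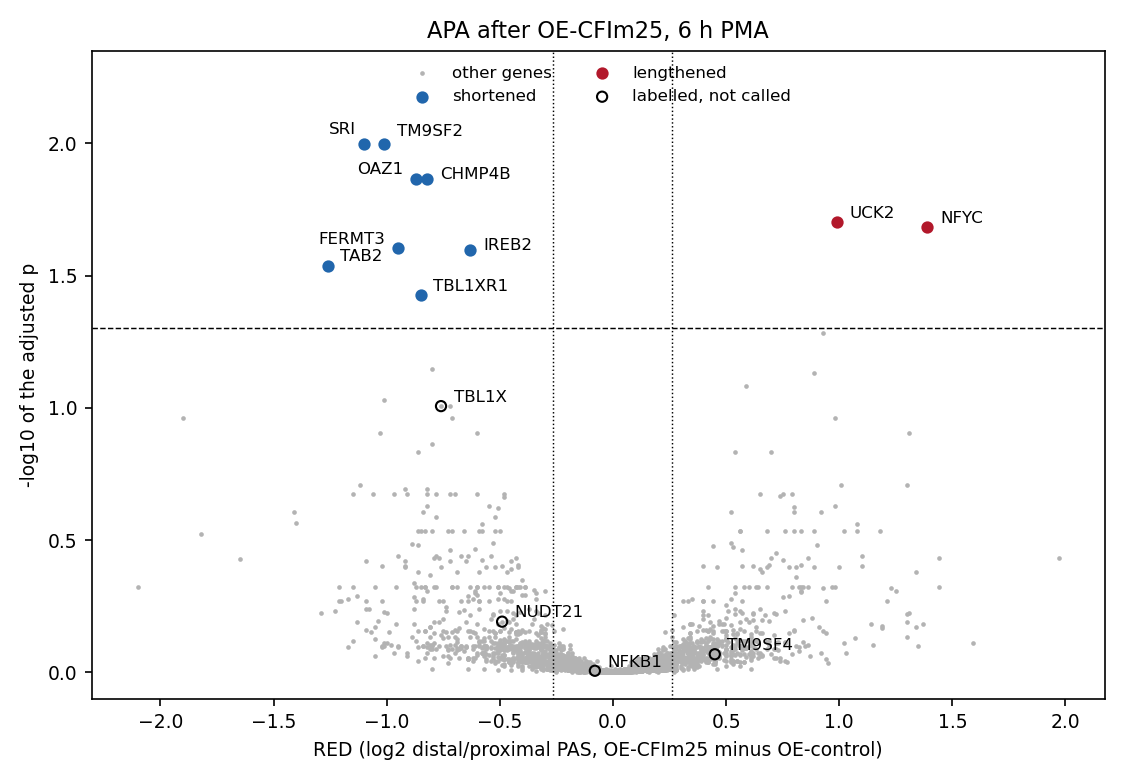
RED of each gene in the authors' deposited table (x axis, log2) against −log10 of its adjusted p (y axis), with 1 point per gene for 2723 genes. Blue points are the 8 shortened and red points the 2 lengthened genes, open circles are TBL1X, NUDT21, NFKB1 and TM9SF4, which were not called, the dashed line marks an adjusted p of 0.05 and the dotted lines a RED of log2(1.2) in either direction. The called genes lie between −1.26 and 1.39, and several grey points lie farther out below the dashed line.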

Detailed outputs for these APA events are supplied in Supplementary Table 3. 

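Both PASs of each of the 10 called genes lay in the 3’ UTR of the last exon, by the GENCODE annotation on hg19 (GRCh37). In TAB2, on the plus strand of chromosome 6, the pPAS was at 149732659 and the dPAS at 149732741 in exon 7, 1804 and 1886 nt past the stop codon. These PASs of TAB2 were 82 nt apart, and those of OAZ1 (85 nt) and FERMT3 (64 nt) were also close together. TBL1XR1 lies on the minus strand of chromosome 3, with its pPAS at 176741135 and its dPAS at 176738543 in exon 16, which leaves out 2592 nt of the 3’ UTR in the short isoform. In NFYC, on the plus strand of chromosome 1, the PASs at 41236778 and 41237273 in exon 10 were 495 nt apart. UCK2, also on the plus strand of chromosome 1, had the widest pair, with PASs 3510 nt apart at 165877345 and 165880855 in exon 7. SRI had its pPAS at 87835606 and its dPAS at 87834431 on the minus strand of chromosome 7 in exon 8. The PASs of TM9SF2 lay at 100215064 and 100215643 on the plus strand of chromosome 13 in exon 17, 52 and 631 nt past the stop codon. The PASs of CHMP4B lay at 32441636 and 32442169 on chromosome 20 in exon 5, and those of OAZ1 at 2273238 and 2273323 on chromosome 19 in exon 6. The PASs of FERMT3 lay at 63991299 and 63991363 on chromosome 11 in exon 15, and those of IREB2 at 78792879 and 78793794 on chromosome 15 in exon 22.
A poly(A) signal (AATAAA or ATTAAA) stood in the 40 nt up to the PAS in 6 of the 10 pPASs and 9 of the 10 dPASs. In transcript sense, the 60 nt around the TAB2 pPAS, 40 nt up to the PAS and 20 nt after it, read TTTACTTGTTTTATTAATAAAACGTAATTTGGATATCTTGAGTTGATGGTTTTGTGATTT, and those around its dPAS read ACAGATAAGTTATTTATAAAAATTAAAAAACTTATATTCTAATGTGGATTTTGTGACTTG. Around the NFYC dPAS the sequence was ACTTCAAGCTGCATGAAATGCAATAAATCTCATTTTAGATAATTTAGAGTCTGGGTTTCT. The pPAS of TBL1XR1, in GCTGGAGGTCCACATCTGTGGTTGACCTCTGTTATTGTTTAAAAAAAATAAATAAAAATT, had no such signal upstream and 16 A in the 20 nt after it. The pPAS of IREB2 likewise had no signal and was followed by 19 A in 20 nt. UGUA, the motif that CFIm25 binds, occurred 4 times in the 100 nt up to the IREB2 dPAS and 0 times up to its pPAS, and 2 against 0 times in TBL1XR1, but 0 against 2 times in SRI and in CHMP4B. Over the shortened genes, the dPAS had 0.375 ± 2.00 (SD, n = 8 genes) more UGUA than the pPAS, against 0.199 ± 1.33 (SD, n = 2713 genes) in the genes not called, which is no difference beyond chance (two-sided permutation test, p = 0.893).

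**Figure D2:**
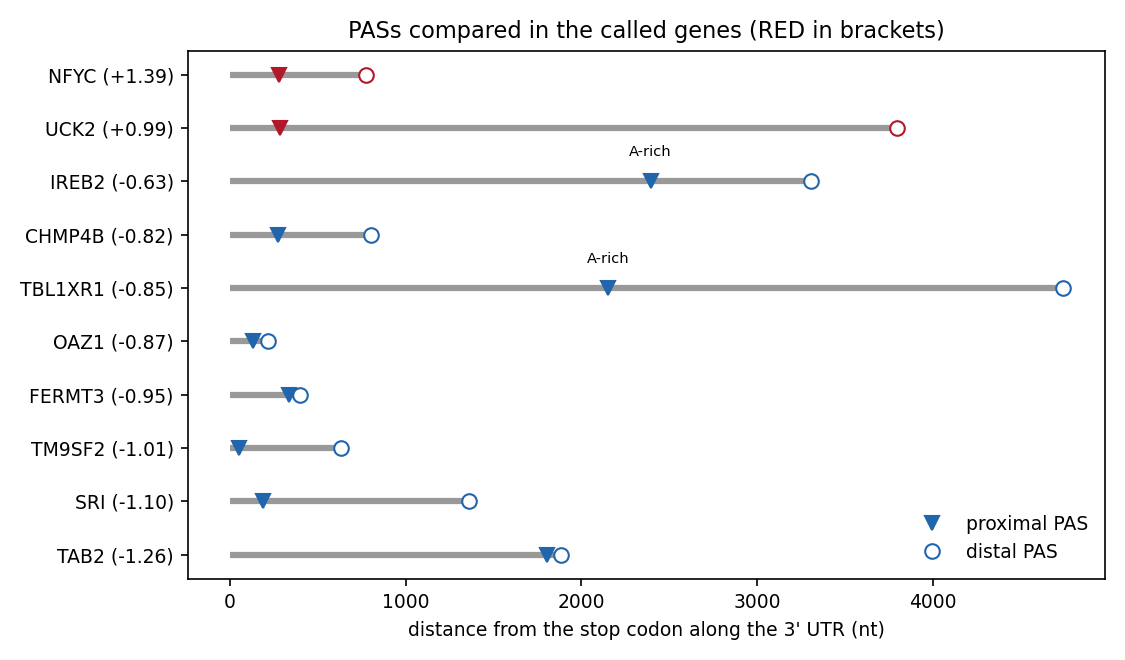
Positions of the pPAS (triangles) and the dPAS (circles) in the 10 called genes, in nt from the stop codon along the 3’ UTR (x axis), with the RED of the authors' deposited table in brackets. Red marks the 2 lengthened and blue the 8 shortened genes, and the pPASs followed by A-rich sequence, in IREB2 and TBL1XR1, are labelled.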

Genome browser plots showing the positions and changes in PAS usage for these genes are shown in Supplementary Fig. 5.

We used the PCR-based method [10, 23] to confirm a change in mRNA isoforms from the genes that differed in their 3’ ends. Using a coding sequence primer pair (Supplementary Table 2), we found that while total mRNAs of the lengthened NFYC and UCK2 genes in HL-60 cells were decreased, TAB2 mRNAs stayed the same and all others (CHMP4B, FERMT3, IREB2, OAZ1, SRI, TBL1XR1 and TM9SF2) were increased upon CFIm25 overexpression (Fig. 5A, top panel). Transcripts extending beyond the proximal PASs were detected with a primer pair just upstream of mapped distal PASs (Supplementary Table 2), and the ratio of long isoform/total transcripts was used to determine change in usage relative to the control cells (Fig. 5A, bottom panel). Using this strategy, we found an increased use of distal p(A) sites of NFYC and UCK2 mRNAs (lengthening) and a decreased usage (shortening) for the other genes after CFIm25 overexpression (Fig. 5A, bottom panel). These results are in accordance with the QuantSeq data (Supplementary Fig. 5). Furthermore, we observed similar directional changes in protein levels as seen with the mRNA expression (Fig. 5B), in agreement with studies suggesting that shortened 3′ UTRs often lead to an increased stability of the mRNAs and an increased protein output [3–5]. We found similar changes in mRNA expression, PAS usage, and protein levels for these genes upon CFIm25 overexpression in THP-1 cells, except that SRI transcripts were not shortened (Supplementary Fig. 6A and 6B). The possible roles of the genes undergoing CFIm25-induced APA are described later in the Discussion.

**Fig. 5:**
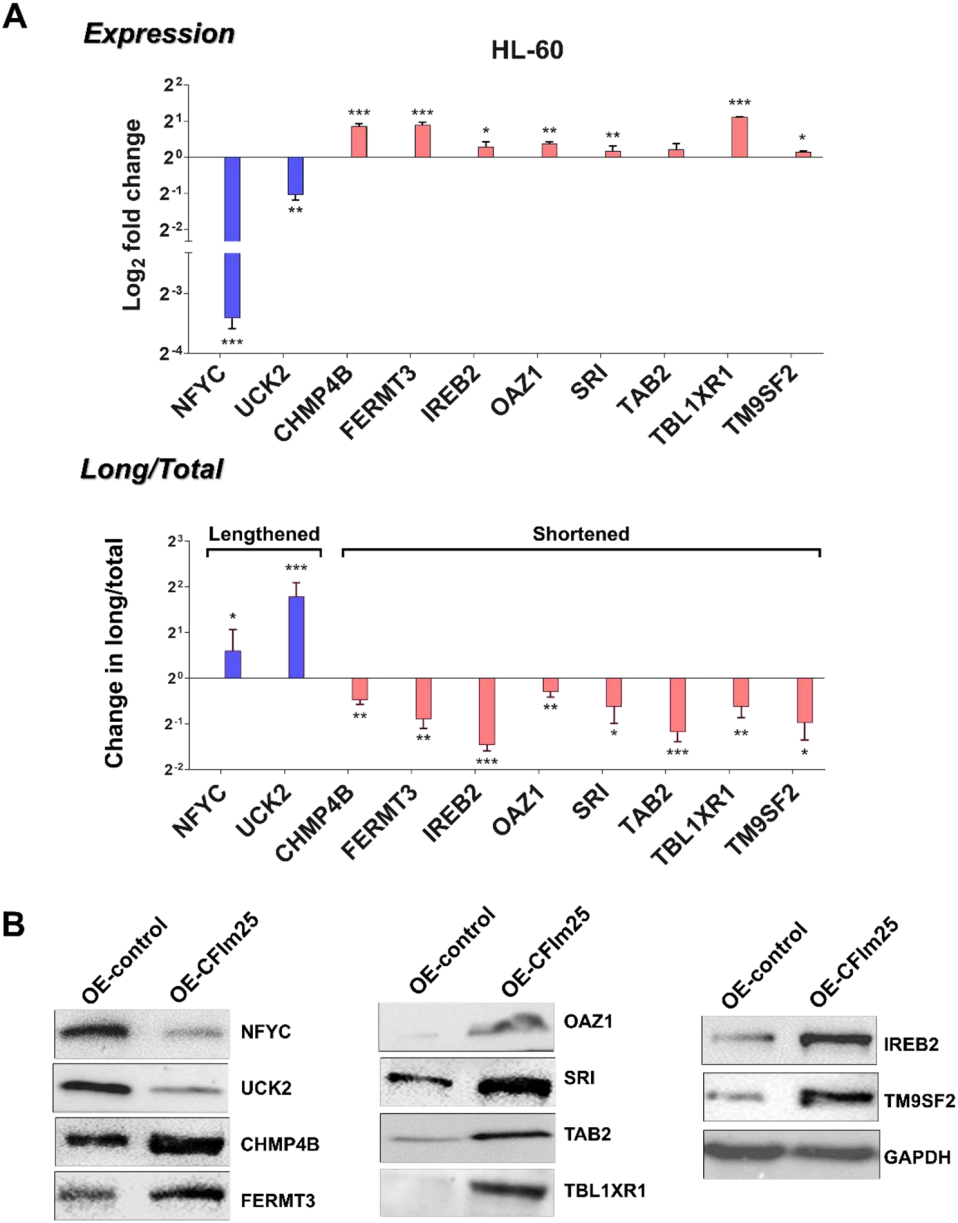
CFIm25 overexpression results in APA changes of specific genes and altered protein expression in PMA-treated HL-60 cells. (**A**) APA and expression analysis of CFIm25 target genes. Real-time quantitative PCR (RT-qPCR)–based analysis of the changes in expression (top panel) and distal PAS usage (bottom panel) of genes in HL-60 cells identified by QuantSeq as undergoing transcript lengthening (NFYC, UCK2) or shortening (CHMP4B, FERMT3, IREB2, OAZ1, SRI, TAB2, TBL1XR1 and TM9SF2) upon CFIm25 overexpression. Analysis was performed as described in Fig. 4. P value < 0.05 was considered significant, where * = *P* ≤ 0.05; **= *P* ≤ 0.01; *** = *P* ≤ 0.001. (**B**) Protein levels of genes with APA changes. Western blot analysis of proteins encoded by the shortened and lengthened genes in HL-60 cells overexpressing CFIm25 compared to control. GAPDH serves as the loading control

### CFIm25 affects the alternative polyadenylation of effectors of the NF-κB pathway

NF-κB has been implicated as a master regulator of monocytes and macrophages [24], and activation of this pathway could be beneficial for acute myeloid leukemia (AML) patients by inducing terminal myeloid differentiation [51]. Of the targets we examined that undergo alterations in their 3’ UTR lengths, TAB2 and TBL1XR1 directly contribute to the NF-κB pathway [28–31, 52]. 

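Of 21 measured genes of the NF-κB pathway, 2 were shortened, none was lengthened and 19 were not called in the authors' deposited table. The shortened genes were TAB2, which links TRAF6 to TAK1, with an adjusted p of 0.0290 in the authors' deposited table, and TBL1XR1, whose value was given with the other calls. TBL1X, a paralog of TBL1XR1, had a RED of −0.76 with an adjusted p of 0.0985 in the authors' deposited table, and its pPAS, like that of TBL1XR1, is followed by A-rich sequence. IKBKB, the IκB kinase subunit IKKβ, had a RED of −1.12 with an adjusted p of 0.196 in the authors' deposited table. NFKB1, the gene of p50, had a RED of −0.08 with an adjusted p of 0.986 in the authors' deposited table, from PASs 204 nt apart at 103538254 and 103538458 on chromosome 4, with 19 A in the 20 nt after the pPAS. RELA is not in the table. The median RED of the 21 genes was −0.13, which did not differ from that of random lists of the same size (two-sided permutation test, p = 0.312, adjusted p = 0.742 over 8 lists). With the mean in place of the median, the list was lower, at −0.29 (permutation test, adjusted p = 0.0486), and without its 2 called genes the mean was −0.21 (permutation test, adjusted p = 0.555). TAB2 and TBL1XR1 are in the list because the paper named them from these samples, so their count is not independent evidence. Adjusted over the list alone, 4 genes were called, all shortened (TAB2, TBL1XR1, TBL1X and IKBKB, the last named after its value was seen), with p-values recovered from the deposited adjusted ones.
None of 6 measured NF-κB target genes was called. CD83 had the lowest adjusted p of these (0.806, RED −0.49) in the authors' deposited table, and the median RED of the list was −0.075 (permutation test, adjusted p = 0.849). ICAM1, TNF, CDKN1A and BCL2L1 are not in the table. Of 11 measured genes of MAPK and TAK1 signaling, which share TAB2, TAB3 and MAP3K7 with the first list, TAB2 alone was called. As in the first list, the call of TAB2 is not independent evidence. MAP2K7, with A-rich sequence after its pPAS, had a RED of −0.52 (adjusted p = 0.259) in the authors' deposited table. The median RED of the list was 0.07 (permutation test, adjusted p = 0.742). The paper found shortening of TAB2 and TBL1XR1 by sequencing and RT-qPCR, and of NFKB1 by RT-qPCR (Fig. 6). It also reports higher levels of these proteins, and lengthening of these mRNAs after CFIm25 depletion. Knockdown of TAB2 or TBL1XR1 in cells overexpressing CFIm25 lowered p65 phosphorylation and NF-κB targets. From these results the paper proposes that APA of NF-κB effectors contributes to the activation of the pathway.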

NFKB1, encoding the p50 subunit of NF-κB, is also reported to exhibit APA site switching during the antiviral immune response [53]. While the two cell lines showed differences in the timing or magnitude of changes in mRNA during the differentiation time course in response to CFIm25 overexpression, both HL-60 and THP-1 cells showed consistent shortening of the 3’ UTRs of NFKB1, TAB2 and TBL1XR1 mRNAs (Fig. 6A and C) that was coupled with increased levels of total mRNA and a decrease in long mRNA isoforms (Fig. 6B and D and Supplementary Fig. 7A and 7B). In contrast, depletion of CFIm25 caused an increase in the long mRNA isoforms and the long/total ratio, and a decrease in the amount of total mRNA (Supplementary Fig. 8).

We also analyzed APA changes in the 3’ UTRs of NFKB1, TAB2 and TBL1XR1 mRNAs in primary human blood monocytes differentiated into macrophages with M-CSF for seven days compared to those without M-CSF exposure. Seven days of M-CSF treatment causes a large increase in CFIm25 protein (Supplementary Fig. 1G). Our RNA analysis shows that the 3’UTRs of all three mRNAs are indeed significantly shortened during differentiation, as observed by RT-qPCR analysis (Supplementary Fig. 7C). The shifts in APA of these mRNAs concordant with the increase in CFIm25 expression suggests that CFIm25 will have a similar regulatory role in the transition of primary monocytes to macrophages.

**Fig. 6:**
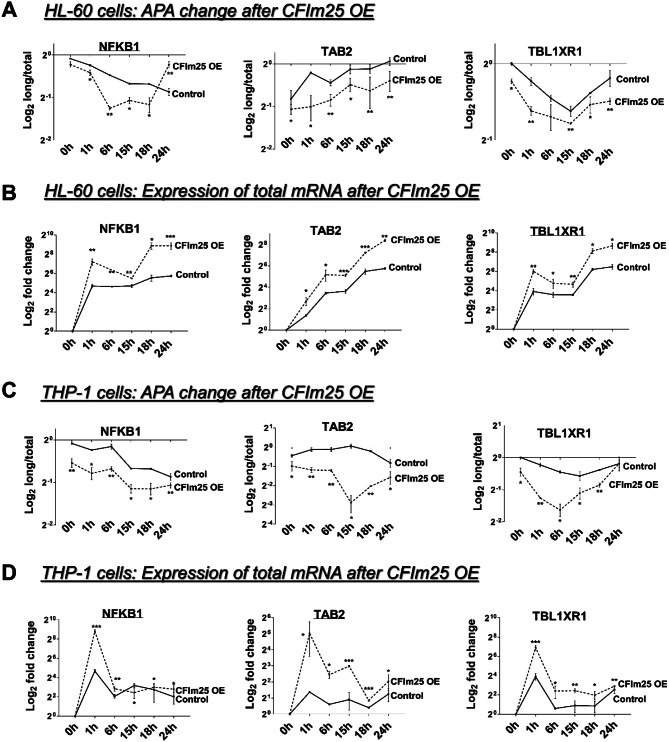
CFIm25 overexpression affects mRNA levels and APA of effectors of the NF-κB pathway. Real-time quantitative PCR (RT-qPCR)–based analysis of the change in distal PAS usage (the long/total ratio) and the expression of total NFKB1, TAB2 and TBL1XR1 mRNAs after overexpression of CFIm25 and treatment with PMA for 0–24 h in HL-60 (**A**, **B**) and THP-1 (**C**, **D**) cells. The analysis was performed as described in Fig. 4

### CFIm25 overexpression increases the protein levels of the APA-regulated NF-κB effector genes and that of NF-κB targets

The mRNA changes seen with CFIm25 overexpression were associated with changes in the levels of NFKB1, TAB2 and TBL1XR1 proteins, with more and earlier protein expression observed over the 24-hour differentiation time course (Fig. 7). We also examined the expression of the NF-κB p65 (RelA) subunit and downstream targets by western blot. An earlier increase in the levels of phosphorylated p65 after CFIm25 overexpression indicates that the NF-κB pathway is hyperactivated (Fig. 7). Important downstream targets of the NF-κB pathway [54], such as the Cyclin Dependent Kinase inhibitor p21, the adhesion molecule ICAM1, and the anti-apoptotic factor Bcl-XL exhibited greater and earlier increases in protein levels in both cell lines upon CFIm25 overexpression (Fig. 8A-D). As it is well known that NF-κB mediates the induction of cytokines in monocytes and macrophages [24], we also used ELISA to measure the levels of TNF-α, which facilitates communication between immune cells and other cell types in the body to coordinate responses to infection or injury. CFIm25 overexpression caused a strong increase in TNF-α in both HL-60 and THP-1 cells (Fig. 8E and F).

**Fig. 7:**
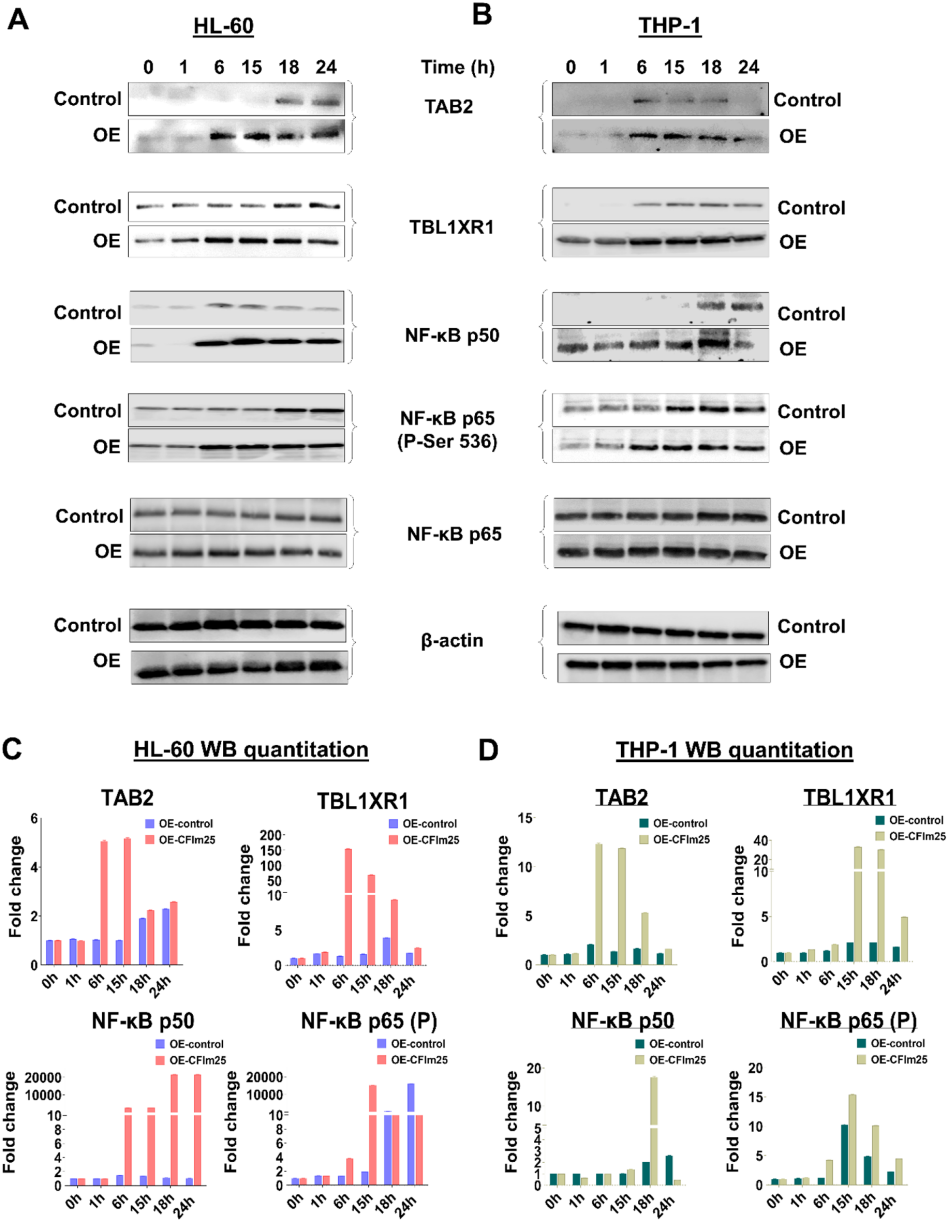
CFIm25 overexpression alters levels of the effectors of the NF-κB pathway. (**A** and **B**) Western blot analysis the indicated proteins during the differentiation time course for HL-60 (**A**) and THP-1 (**B**) cells with and without overexpression of CFIm25 (0–24 h). (**C** and **D**) Quantitation of the changes in Western blot signal expressed as fold-changes. b-actin serves as a loading control

**Fig. 8:**
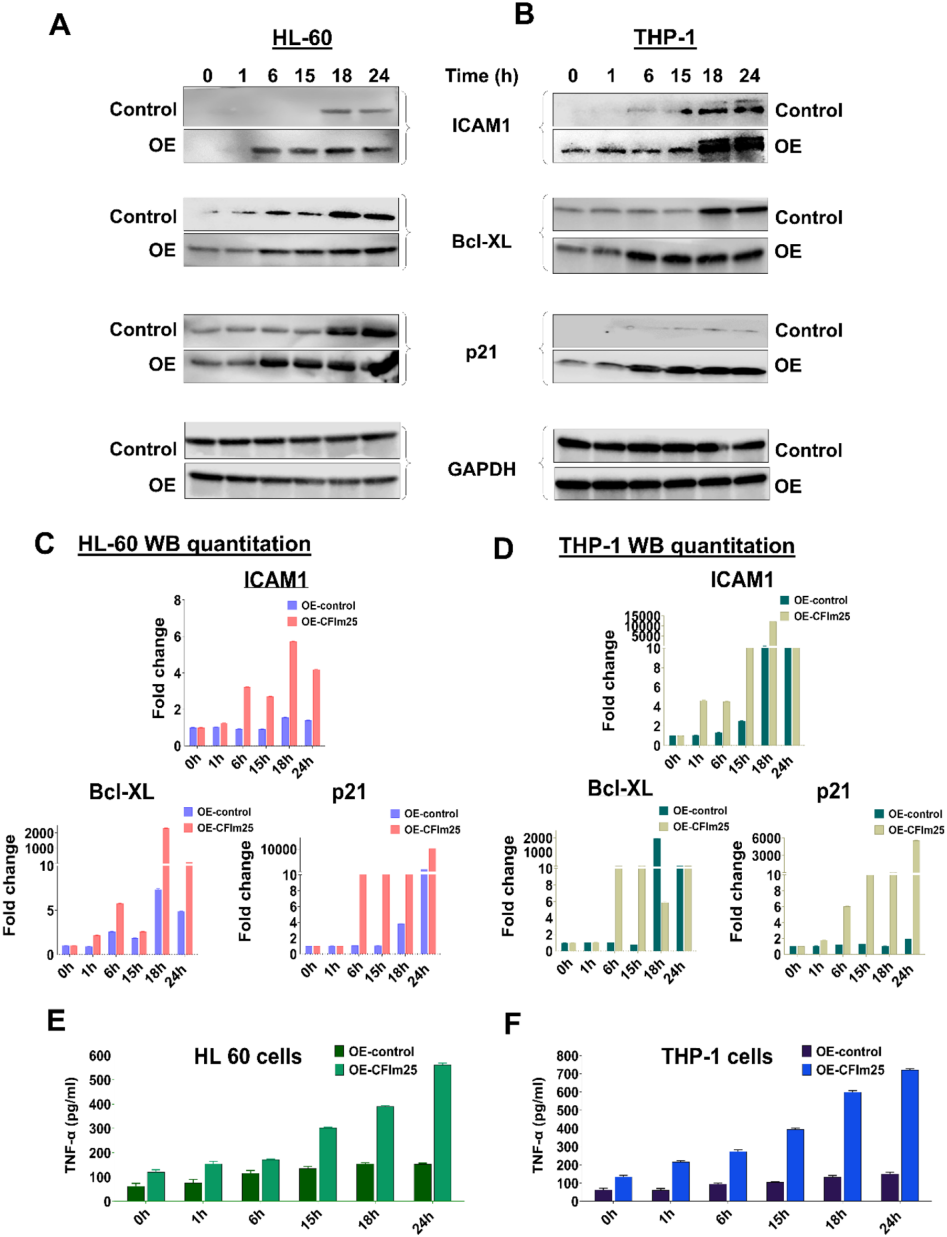
CFIm25 overexpression affects the targets of the NF-κB pathway. (**A** and **B**) Western blot analysis the indicated proteins during the differentiation time course for HL-60 (**A**) and THP-1 (**B**) cells with and without overexpression of CFIm25 (0–24 h). (**C** and **D**) Quantitation of the changes in Western blot signal expressed as fold-changes. GAPDH serves as a loading control. (**E** and **F**) ELISA of TNF-α in HL-60 (**E**) and THP-1 (**F**) cell supernatants upon overexpression of CFIm25 with respect to controls after induction of differentiation

### Macrophage phenotypes in CFIm25-overexpressing cells rely on the NF-κB pathway

In the previous sections, we showed that increasing the level of CFIm25 led to faster differentiation and caused shortening of the mRNAs and greater protein expression of TAB2 and TBL1XR1, both positive effectors of the NF-κB pathway. To confirm the role of TAB2 and TBL1XR1, we performed siRNA-mediated knockdown of these genes in THP-1 and HL-60 cells overexpressing CFIm25 and induced them to differentiate with PMA. The knockdown was confirmed by Western blot (Fig. 9A). Depletion of either TAB2 or TBL1XR1 decreased cell attachment and expression of surface-level CD11b (Fig. 9B and C, and Supplementary Fig. 9), indicating that these NF-κB regulators were important for macrophage differentiation. Depletion of either TAB2 or TBL1XR1 in both THP-1 and HL-60 cells also suppressed accumulation of phosphorylated NF-κB p65 and production of targets of NF-κB such as p21, Bcl-XL, ICAM1, and TNF-a (Fig. 9A and D). These findings further strengthen the mechanistic connection between CFIm25, its target transcripts, and NF-κB pathway activation.

**Fig. 9:**
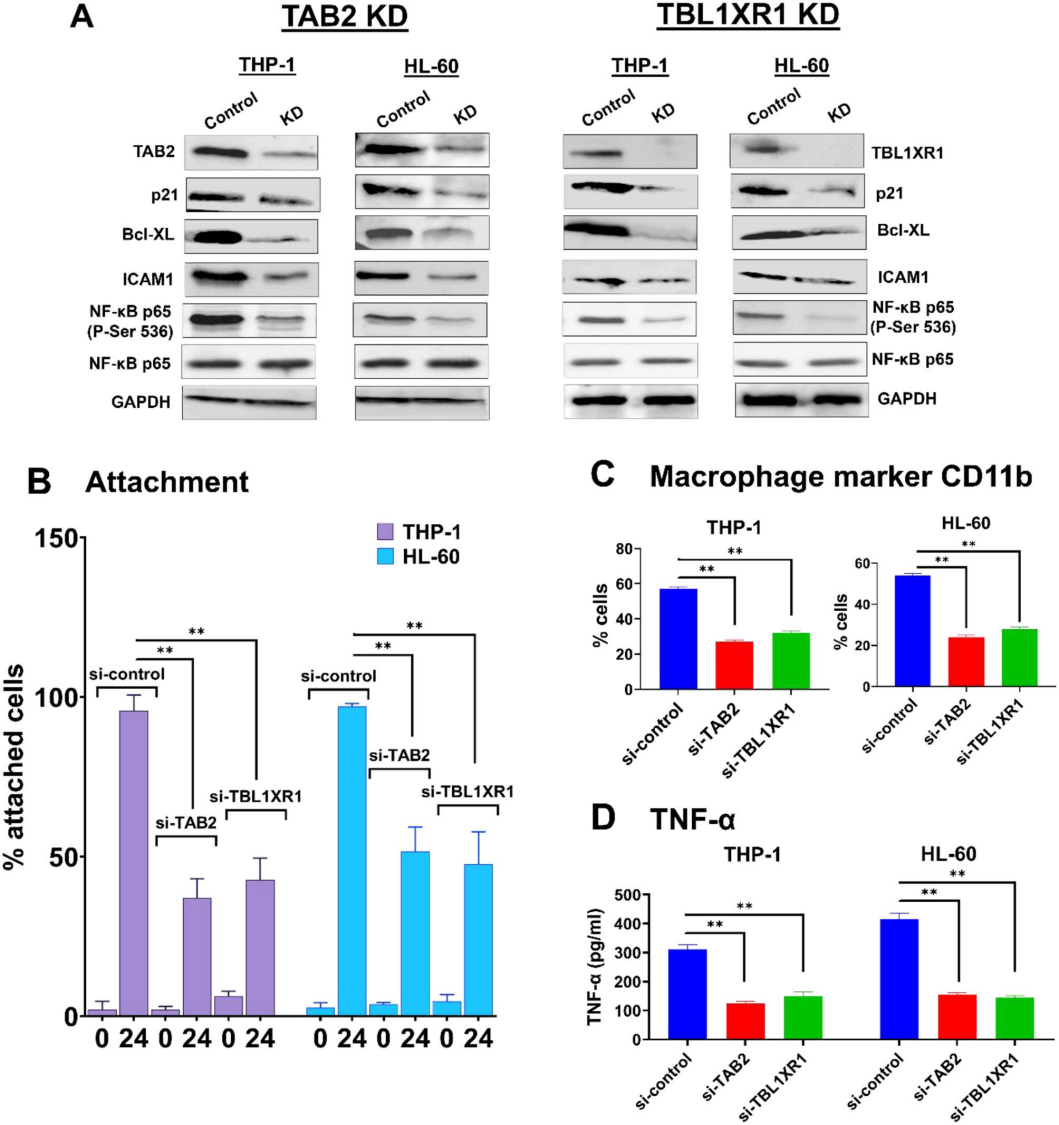
TAB2 and TBL1XR1 mediate macrophage phenotypes in CFIm25-overexpressing cells. (**A**) Western blots confirming TAB2 and TBL1XR1 knockdown and showing effects on NF-κB p65 and NF-κB targets. Cells overexpressing CFIm25 were treated with control siRNAs or siRNA against TAB2 or TBL1XR1 and induced to differentiate with PMA for 0–24 h (**B**) Effects on cell attachment, assayed as described for Fig. 1. (**C**) TAB2 and TBL1XR1 knockdowns suppress CD11b levels as assayed by flow cytometry in THP-1 or HL-60. (**D**) TAB2 and TBL1XR1 knockdowns suppress TNF-a levels as assayed by ELISA. P value < 0.05 was considered significant, where * = *P* ≤ 0.05; **= *P* ≤ 0.01

To further assess NF-κB activation, we treated control or CFIm25 overexpressing HL-60 or THP-1 cells with the NF-κB pathway inhibitors BI605906 or BAY11-7082 and subjected them to attachment, viability and flow cytometric analysis for macrophage markers. BI605906 specifically inhibits the IKKβ subunit of IKK, the kinase that phosphorylates and induces degradation of IκB, a protein which sequesters NF-κB in the cytoplasm [55]. BAY 11-7082 is also commonly used as an NF-κB inhibitor but works indirectly by inhibiting E2 ubiquitin ligases that activate IKK, and it could also affect other pathways [51, 56]. Treatment with BAY 11-7082 and importantly, BI605906, greatly reduced the attachment of the PMA-treated control HL-60 and THP-1 cells without affecting their viability (Fig. 10A and B and Supplementary Figs. 10–11) and decreased the percentage of cells expressing the macrophage markers CD38 and CD11b (Fig. 10C and D and Supplementary Figs. 10–11, indicating impeded transition of monocytes to macrophages. In contrast, cells overexpressing CFIm25 showed less reduction in attachment and marker expression after BI605906 or BAY 11-7082 treatment compared to the control cells treated with the inhibitors (Fig. 10C and D and Supplementary Figs. 10–11). These results indicate that overexpression of CFIm25 provides resistance to chemical inhibition of the NF-κB pathway. While it is possible that the effects of CFIm25 on other pathways counteract the negative effects of the NF-κB inhibitors, the hyperactivation of NF-κB signaling by CFIm25 that we have documented probably contributes to the resistance.

**Fig. 10:**
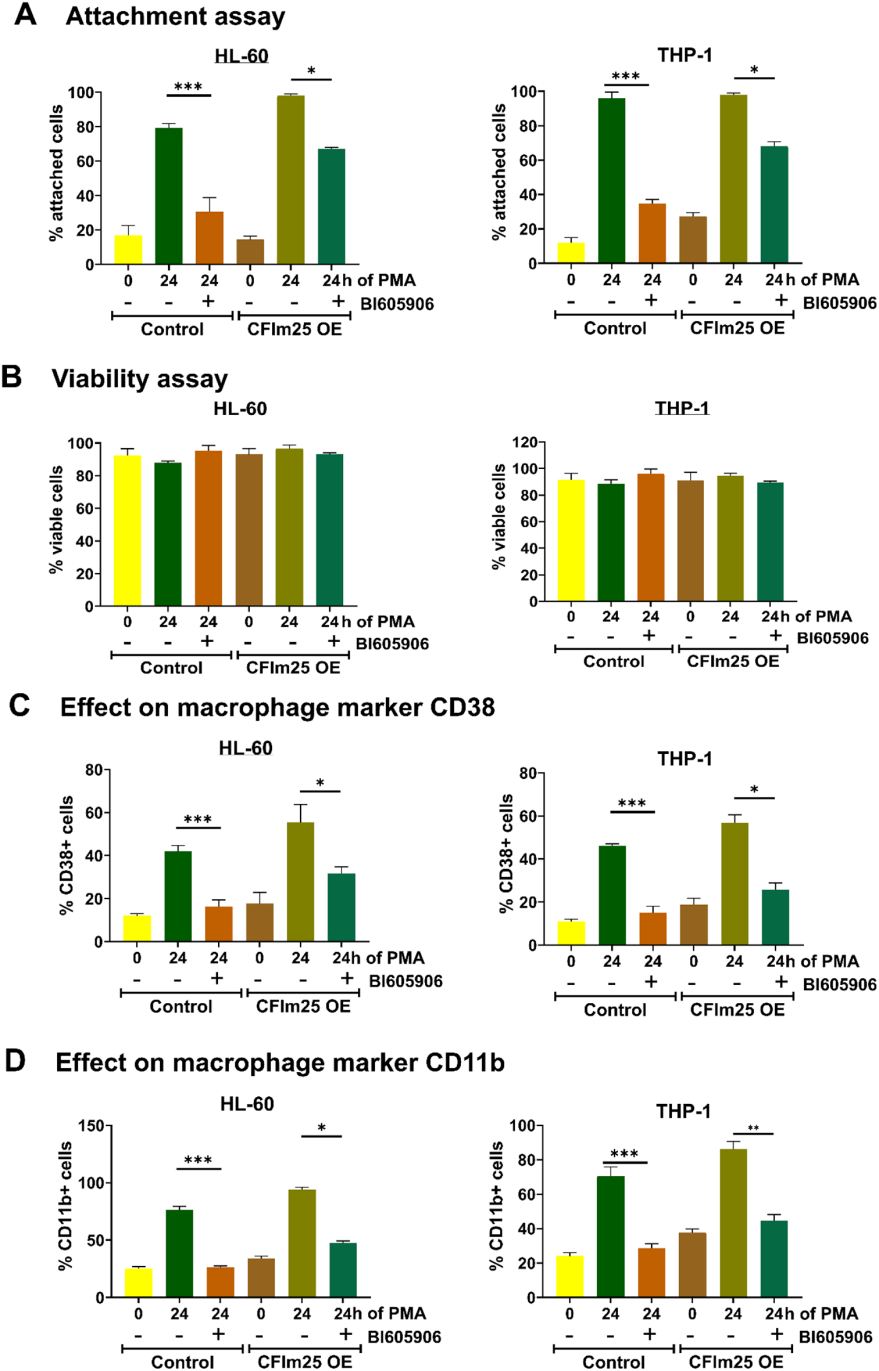
CFIm25 overexpression provides resistance to the NF-κB inhibitor BI605906 (**A**) Attachment assay. HL-60 and THP-1 control cells or cells overexpressing CFIm25 were incubated with or without BI605906 and then treated with PMA for 0 and 24 h, and the percentage of cells attached at each time point determined. (**B**) Viability assay. The viability of cells was determined by the resazurin conversion assay. (**C** & **D**) Effect on macrophage markers CD38 and CD11b by flow cytometry of HL-60 and THP-1 control cells or those overexpressing CFIm25 with or without treatment with NF-κB inhibitor. The expression of CD38 and CD11b is shown as a percentage of CD38 + or CD11b + cells. Data is representative of at least three biological replicates and is plotted as mean ± SE. P value < 0.05 was considered significant, where * = *P* ≤ 0.05; *** = *P* ≤ 0.001

## Discussion

Monocyte differentiation yields macrophages primed to respond to stimuli through innate immune functions, such as inflammation or tissue repair. Our study aimed to deepen our currently rudimentary understanding of how alternative polyadenylation (APA) of mRNA contributes to macrophage differentiation. Previously, we observed that CFIm25, a protein known for its role in APA regulation in other contexts, increases during macrophage differentiation of monocytic cell lines [6]. In this study, we demonstrate that the increase in CFIm25 has functional significance, promoting cell cycle arrest, the adherence necessary for migration, and expression of macrophage markers CD38 and CD11b. We also show that CFIm25 impacts macrophage differentiation by activating the NF-κB pathway (Fig. 11). While other signaling pathways are likely involved, we focused on NF-κB because of its well-documented activity in macrophage differentiation and function. Moreover, our differentiation inducer, PMA, is known to activate it [24, 57, 58]. Our findings are particularly novel because they show that CFIm25 not only affects expression of genes needed for macrophage activities but also fine-tunes the NF-κB pathway to drive differentiation. CFIm25 overexpression enhanced several outputs of the NF-κB pathway [27, 54], including the Cyclin Dependent Kinase inhibitor p21, the anti-apoptotic and anti-proliferative protein Bcl-XL, the adhesion molecule ICAM1, and the cytokine TNF-α. The increased phosphorylation at Ser 536 of the NF-κB p65 subunit and higher levels of the p50 subunit further indicate enhanced activation. Additionally, CFIm25-induced TNF-α may contribute to the increased CD38 production [59, 60]. Importantly, the effects of CFIm25 overexpression on differentiation were dampened by depletion of the positive NF-κB effectors TAB2 and TBL1XR1, and CFIm25 overexpression lessened the repressive effects of NF-κB inhibitors, supporting a pivotal role for CFIm25 in NF-κB regulation.

**Fig. 11:**
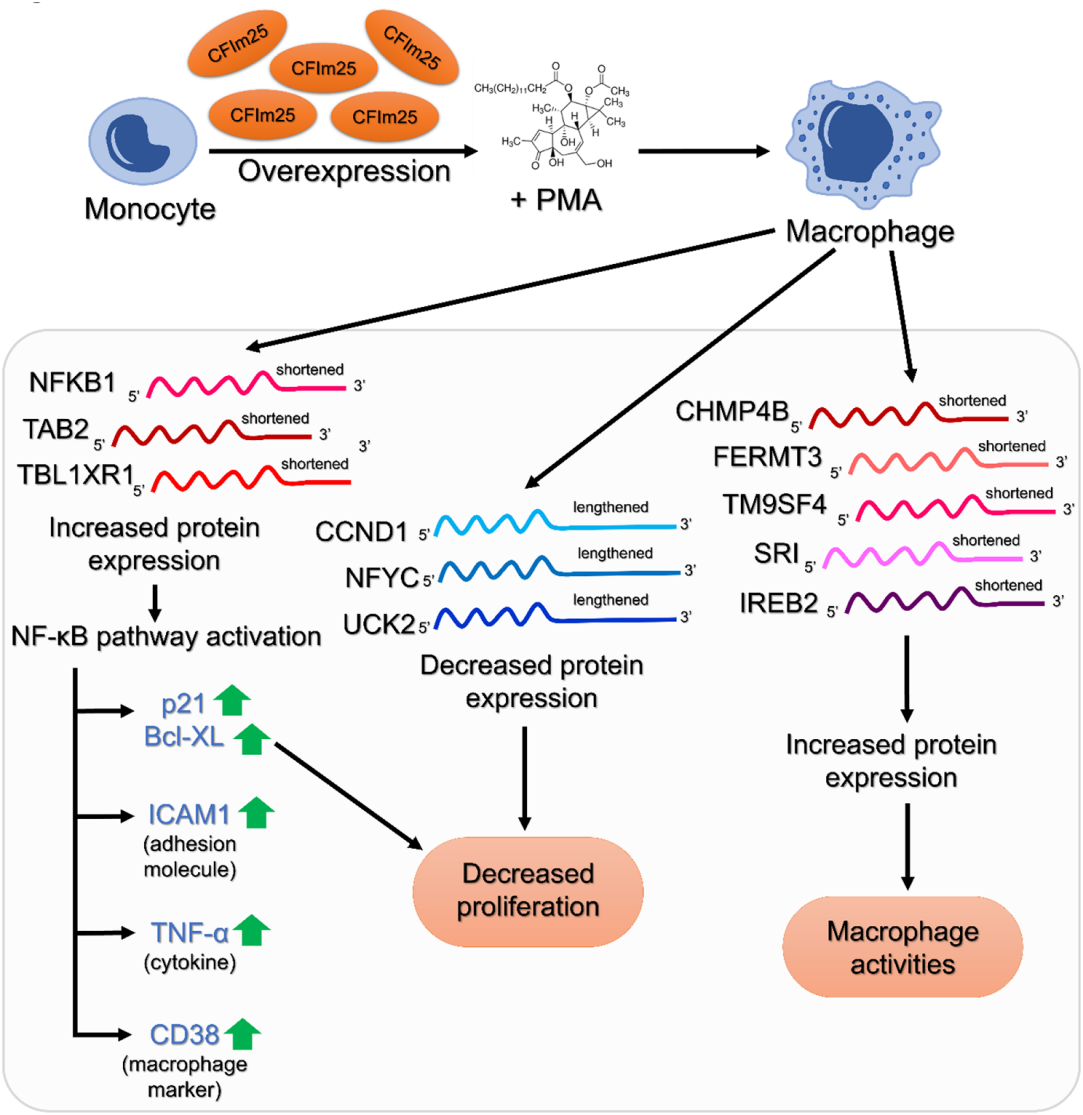
Summary of findings and a model to explain CFIm25-mediated regulation. Increased expression of CFIm25 in monocytic cells leads to more efficient differentiation to macrophages through regulated APA of critical genes and activation of the NF-κB pathway and its target genes

Our results suggest that APA of key NF-κB effectors contributes to pathway activation. When CFIm25 is overexpressed, the 3’ UTRs of TAB2, TBL1XR1, and NFKB1 are shortened, and we observe increased mRNA and protein levels. These findings align with those of Jia et al. [53], who documented similar shortening of NFKB1 mRNAs in virus-infected macrophages and showed that a luciferase reporter with the short NFKB1 3’ UTR made more protein than one with the long 3’ UTR. NFKB1 encodes the precursor of the NF-κB p50 subunit [61], while TAB2 is part of the TAK1 kinase complex that drives macrophage differentiation and activates NF-κB in response to inflammatory signals [28, 62, 63]. TBL1XR1 binds to p65 and facilitates its nuclear translocation, leading to transcription of NF-κB target genes [29–31, 64]. By promoting the APA and protein output of these mRNAs, CFIm25 overexpression can enhance NF-κB activity and drive the monocyte-to-macrophage transition.

Interestingly, the CFIm25-mediated increases in protein levels do not always correspond directly with mRNA levels. For example, in HL-60 cells overexpressing CFIm25 (Figs. 6 and 7), the mRNAs for TAB2 and TBL1XR1 are shortened and increase in levels after 1 h of PMA treatment, but a CFIm25-dependent protein increase is not seen until 6 h. This lag suggests additional regulatory mechanisms, perhaps at the levels of transcription, translation, or protein stability, are likely at play to fine-tune protein levels. While we do not know what these underlying mechanisms might be, our study documents that CFIm25 overexpression increases the protein expression of the NF-κB effectors p50, TAB2, and TBL1XR1 during macrophage differentiation. Additionally, CFIm25 likely influences some of the other signaling pathways, such as PI3K/AKT, MAPK, JAK-STAT, TGF-β, Wnt, Notch, and Hedgehog, which coordinate with NF-κB in macrophages. For example, TAB2 also activates MAPKs, which are essential for macrophage differentiation [28, 65–71], and CFIm25-mediated APA might modulate crosstalk between these pathways.

While NF-κB is primarily known for its role in inflammation [24, 54], it can also induce cell cycle arrest at the G1/S transition in several cell types [72–75], and slowing of proliferation is a key event in monocyte-to-macrophage differentiation [33]. CFIm25 overexpression caused cell cycle slowing to occur earlier during differentiation, while its depletion blocked it. Our findings indicate that CFIm25 slows the G1 to S phase at least in part by increasing levels of the NF-κB targets p21 and Bcl-XL, essential regulators of cell cycle progression. CFIm25 also affects the cell cycle independently of NF-κB. For instance, it binds UGUA elements in the 3’ UTR of CCND1 mRNA, promoting distal PAS usage and reducing Cyclin D1 protein levels, which slows the G1-S transition. We observed 3’ end lengthening of CCND1 and Cyclin D1 depletion in differentiating monocytes, which was further enhanced by CFIm25 overexpression. In addition, CFIm25-induced 3’ UTR lengthening correlates with reduction of mRNA and protein levels of NFYC and UCK2, both of which promote cell cycle progression, while 3’ UTR shortening is associated with increased OAZ1, which inhibits proliferation and promotes differentiation [76–79]. These findings suggest that CFIm25 plays a multifaceted role in regulating cell cycle progression during macrophage differentiation. 

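Of 8 measured genes of the cell cycle and proliferation, NFYC and UCK2 were lengthened, OAZ1 was shortened and 5 were not called in the authors' deposited table. The adjusted p in the authors' deposited table was 0.0207 for NFYC, 0.0199 for UCK2 and 0.0136 for OAZ1. CDK6, a kinase of the G1 phase, had a RED of −0.60 with an adjusted p of 0.124 in the authors' deposited table. Adjusted over the list alone, 4 genes were called, with CDK6, named after its value was seen, as a second shortened gene. NFYC, UCK2 and OAZ1 were put in the list because the paper named them from these samples, so their count is not independent evidence. The 8 genes had no shared direction, with a median RED of −0.005 (two-sided permutation test against random lists of the same size, p = 0.849, adjusted p = 0.849). CCND1 and PCNA are not in the table of PAS pairs. RED compares isoforms within a gene and gives no total mRNA level, so the levels of these genes are not analysed here.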

CFIm25-mediated APA of transcripts without a known relationship to NF-κB, such as CHMP4B, FERMT3, SRI, TM9SF4, and IREB2, likely impacts other key macrophage functions (Fig. 11). These genes show shortened 3’ UTRs and increased expression with CFIm25 overexpression. 

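Of 17 measured genes of adhesion, the actin cytoskeleton and the phagosome, CHMP4B, FERMT3 and TM9SF2 were shortened, none was lengthened and 14 were not called in the authors' deposited table. The adjusted p in the authors' deposited table was 0.0136 for CHMP4B and 0.0249 for FERMT3, and 0.0254 for IREB2, which is in none of the lists. TM9SF4, a transmembrane 9 protein, had a RED of 0.45 with an adjusted p of 0.854 in the authors' deposited table, so its value points to the dPAS and did not pass the test. CHMP4B, FERMT3 and TM9SF2 were listed because the paper named them from these samples, and adjusted over the list alone the same 3 genes were called. The median RED of the 17 genes was −0.15 (two-sided permutation test, p = 0.272, adjusted p = 0.742), and that of the 14 genes not called was −0.015. Of 10 measured markers of monocytes and macrophages, FERMT3 alone was called, also adjusted over the list alone, and the median RED of these was −0.13 (permutation test, adjusted p = 0.742). The paper named FERMT3 from these samples, so its call is not independent evidence about these markers. LAMP1, a lysosomal membrane protein gene, had a RED of −0.31 (adjusted p = 0.784) and EGR1, a transcription factor of monocyte differentiation, one of −0.30 (adjusted p = 0.795, with A-rich sequence after its pPAS) in the authors' deposited table. CD38 and ACTB are not in the table.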

CHMP4B, part of the ESCRT-III complex, is involved in phagosome maturation and antigen presentation [80]. FERMT3 and TM9SF4 play roles in macrophage adhesion and phagocytosis [81, 82]. SRI may influence macrophage migration, as it does in cancer cells [83]. IREB2 is essential for macrophage iron recycling [84]. Together, these APA events highlight a broader role of CFIm25 in promoting macrophage functionality.

Our study provides a foundation for several intriguing avenues of further investigation:

1) We do not know what regulates the increased expression of CFIm25 during macrophage differentiation, but it could involve multiple mechanisms such as changes in mRNA processing, translation, or protein stability. In line with this possibility, CFIm25 mRNAs have been reported to use alternative 3’ UTR PASs and to be regulated by miRNAs in other cell types [13, 85–87] and CFIm25 protein stability is decreased in non-small cell lung cancer [88]. This suggests that similar mechanisms might be involved in the context of macrophage differentiation.

2) Our 3’ end focused sequencing only identified ten genes with significant APA after CFIm25 overexpression, possibly due to a dose effect in which the level of CFIm25 overexpression in our experiments may only impact APA in a subset of transcripts, and because we applied very stringent thresholds to identify genes with the most significant APA. 

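RED was centered close to 0. The median RED over 2723 genes in the authors' deposited table was −0.03 (95% bootstrap interval −0.04 to −0.02, over genes), with quartiles of −0.29 and 0.22. A negative RED was found in 1450 genes, a positive one in 1244 and a RED of 0 in 29 in the authors' deposited table. The RED threshold alone was passed by 1330 genes, 739 negative and 591 positive, so that the adjusted p set the number of calls. Its median in the authors' deposited table was 0.908, and 74 genes not called had a RED of at least 1 in size. With no RED threshold, or with one of log2(1.5), the same 10 genes were called. An adjusted p under 0.10, chosen after the data were seen, gave 17 genes, 5 lengthened and 12 shortened. The number of reads behind each PAS is not in the table, so the depth behind a single RED is unknown. NUDT21, which encodes CFIm25, had a RED of −0.49 with an adjusted p of 0.643 in the authors' deposited table. The overexpression construct carries the CFIm25 coding sequence, so this RED describes the PASs of the endogenous gene, gives no level, and checks neither the overexpression nor the labels. None of 12 measured genes of cleavage and polyadenylation factors was called, with a median RED of −0.185 (two-sided permutation test, adjusted p = 0.742), and CSTF1 (−0.53, adjusted p = 0.884) and CPSF2 (−0.33, adjusted p = 0.892) followed NUDT21 in the authors' deposited table. None of 6 measured genes studied earlier as CFIm25-sensitive was called either, with a median RED of 0.01 (permutation test, adjusted p = 0.849). PAK1 had the lowest adjusted p of these (0.760, RED 0.57), followed by PSMD14 (0.948, RED −0.14) in the authors' deposited table.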

Despite the small number, all identified genes had links to macrophage differentiation and function. It is likely that APA affects other genes important for macrophage differentiation, but these events may be regulated by other RNA binding proteins or be manifested at a different point in the differentiation timeline than the one we examined. Identification of these genes and the consequences of their APA will be important to fully understand the impact of APA during macrophage differentiation.

3) In addition to polyadenylation, CFIm25 has been reported to affect processes such as alternative splicing, circular RNA formation, and RNA polymerase II occupancy in the body of transcribed genes [14, 89]. However, the impact of these activities of CFIm25 on macrophage differentiation remains unknown.

## Conclusion

Our study demonstrates that CFIm25 expedites the monocyte-to-macrophage transition and regulates the APA of key genes and their respective proteins, including ones involved in cell cycle control and NF-κB signaling. Our findings reveal a novel role for CFIm25 in immune cell differentiation and provide insights into how therapeutic manipulation of APA could better promote the resolution of infections, cancer, and other diseases affected by macrophage activity.

## Electronic supplementary material

Below is the link to the electronic supplementary material.

Supplementary Material 1

## Data Availability

The datasets generated during and/or analyzed during the current study are available in the GEO repository with accession number GSE254061.

## Abbreviations

C/P: Cleavage and polyadenylation
PMA: Phorbol Myristate Acetate
APA: Alternative polyadenylation
PAS: Poly(A) Site

How the deposited data were processed for this re-analysis (not part of the article)

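QuantSeq FWD libraries of HL-60 cells after 6 h with 3 nM PMA were compared between OE-CFIm25 and OE-control, with 3 samples in each group. The submitters' processing notes and the methods name STAR 2.7.7a and hg19. The authors trimmed adapter and poly(T) from read 2, kept alignments at PASs of PolyA_DB from 100 nt upstream to 25 nt downstream, and took reads whose last aligned position lay within 24 nt of a PAS. They scaled these reads to the total of each sample (RPM) and computed RED, a log2 value that the authors deposited per gene, over the 2 most used PASs in the 3’ UTR of the last exon. The p-value deposited per gene is an adjusted one, headed as from a Fisher test, while the methods and the title of the deposited sheet name DEXSeq. How it was adjusted is not given in the sources used here. The authors also deposited the number of reads per library at each step, for 6 libraries whose numbers match no sample, so these values are given over all 6 and never by condition.

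From these values, calls were made at a RED beyond log2(1.2) and a p under 0.05, as the methods state. The adjusted p was used because no other was in the table, and the methods do not say whether theirs was adjusted. The direction of calls was tested with a two-sided exact binomial test. Gene lists were fixed before the data were examined, and the median RED of each was set against 100000 random lists of the same size from the other genes, with Benjamini-Hochberg adjustment over the 8 lists with enough measured genes. The promyelocyte granule list had 1 measured gene, SRGN, with a RED of −0.02 in the authors' deposited table, and was not tested. Calls adjusted over a list alone, and unadjusted p-values, were recovered as adjusted p times rank over the number of genes, which assumes Benjamini-Hochberg adjustment over this table and gives an upper bound for tied genes. In 40 simulated lists of 20 genes, the list test called 40 with a shift of −0.40 in RED and 3 with none. Most lists had fewer measured genes and medians nearer 0 RED than that shift, so this does not give the power for them.

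Genomic sequence around each PAS was taken from GRCh37, the build of hg19, and positions were annotated with GENCODE release 44 mapped to GRCh37. Both PASs lay in the 3’ UTR of the last exon in 2694 of the 2723 genes. A poly(A) signal stood in the 40 nt up to the PAS in 55.5% of pPASs and 80.3% of dPASs, against 3.38% and 6.61% in 40 nt farther upstream, which shows that the coordinates and the sequence are of one build. UGUA was counted in the 100 nt up to each PAS. A PAS was called A-rich where the 20 nt after it held at least 12 A or a run of 6 A. Confidence intervals of medians and correlations come from 2000 bootstrap draws over genes. Genes are not independent replicates, and these intervals do not cover the spread between samples.

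Named in the text are the genes the paper names for this experiment or as APA targets, all called genes, the 5 genes of lowest adjusted p in each direction among those not called, with ties, and the 3 members of lowest adjusted p of each list. Some members of the lists that this rule takes, and a count that rests on them, are not reported here. The direction of the paper's 10 genes was known from its text. A test on reads per sample, a test of total expression, filters on level, replicate blocks and leaving out a sample had been planned and were not run, because the table holds no value per sample or level. Analyses used Python 3.11.15 with numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1, and figures were drawn with matplotlib 3.10.9.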

Additional observations from a re-analysis of the deposited data (not part of the article)

How the results depend on the processing

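The adjusted p under 0.10, the unadjusted p-values, the lists without called genes, the shares of negative RED, the correlation with UGUA and the restrictions by distance or A-rich sequence were chosen after the data were seen. The 10 calls, 2 lengthened and 8 shortened, stayed the same with no RED threshold, which added none. They also stayed with one of log2(1.5), since the smallest called RED was 0.63 in size. All 10 were among the calls under each looser p, as they must be, so this does not test them. An adjusted p under 0.10 gave 17 genes, 5 of them lengthened. A recovered unadjusted p under 0.05 gave 248 genes, 92 lengthened and 156 shortened (62.9% shortened, two-sided exact binomial p = 5.79e-05), where chance alone gives 136 genes before the RED threshold. One under 0.01 gave 84 genes, 31 lengthened and 53 shortened (63.1% shortened, exact binomial p = 0.0214). More genes enter the test there, and it is a test against an even split. Of all 1330 genes past the RED threshold, 739 were negative and 591 positive. These p-values therefore also take in the lean of the whole table. The median RED was −0.03 over all genes and over PASs at least 100 nt apart. It was −0.86 in the called genes, which are picked by their adjusted p in the same comparison. The NF-κB pathway list was lower by its mean of −0.29 (permutation test, adjusted p = 0.0486) and by 85.7% of members with a negative RED (adjusted p = 0.0272), but not by its median, nor by its mean or share without the 2 called genes (adjusted p = 0.555 and 0.0718); the cause was not tested. No other list passed its test by median, mean or share. UGUA counts of called genes did not differ from those of other genes in any window tried. The median of PASS reads in genes moved by less than the spread between libraries with read 1 and with each library left out.

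No paired analysis was possible because the table gives 1 comparison of the groups and no value per sample. For the same reason no sample was left out of a RED and no other split of the samples was tried, and filters on level, the tests on reads and on expression and an alternative with a deposited unadjusted p were not run. The reads behind each PAS are unknown here, so which genes lacked the depth for a call cannot be given.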

Differences from the paper's values

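The paper's counts of lengthened, shortened and all called genes match those at its thresholds. The paper's Discussion names TM9SF4 among the genes with shortened 3’ UTRs. In the authors' deposited table TM9SF4 has a RED of 0.45 with an adjusted p of 0.854, and its paralog TM9SF2, which the Results name, has a RED of −1.01 with an adjusted p of 0.0101. The paper reports shortening of NFKB1 in HL-60 cells by RT-qPCR, another assay (Fig. 6). It reports the same for THP-1 cells and for primary monocytes differentiated with M-CSF, and lengthening after CFIm25 depletion. In the authors' deposited table NFKB1 has a RED of −0.08 with an adjusted p of 0.986 at 6 h, while TAB2 (−1.26) and TBL1XR1 (−0.85), which the paper measured beside it, are shortened. The pPAS of NFKB1 in that table has no poly(A) signal upstream and 19 A in the 20 nt after it. Whether the RT-qPCR measured the same PAS pair is not known here.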

Other observations

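The tests of shares of negative RED, of groups by A-rich sequence, of a missing poly(A) signal among genes that all lack it, of the 8 and 2 called genes taken apart, of overlapping windows and of an offset were chosen after the values were seen. Of the 21 measured NF-κB pathway genes, 18 had a negative and 3 a positive RED in the authors' deposited table, which is 85.7% against 53.8% of all genes with a RED other than 0 (two-sided permutation test against random lists, p = 0.0034, adjusted p = 0.0272 over 8 lists). Without TAB2 and TBL1XR1, which the paper chose on these samples, 16 of 19 were negative (p = 0.00898, adjusted p = 0.0718). In 6 of the 21 genes, 28.6% against 23.1% of all genes, the pPAS alone is followed by A-rich sequence. The list holds 42 genes, of which these 21 were measured. It was not split by whether a gene activates or inhibits the pathway, so the share of negative RED does not bear on activation.

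RED moved with the genomic sequence after the PAS. In 628 genes with A-rich sequence after the pPAS alone, the median RED was −0.09 (95% bootstrap interval −0.13 to −0.07), with 386 negative and 233 positive values. In 179 genes with A-rich sequence after the dPAS alone it was 0.06 (0.01 to 0.13), and in 1816 genes with neither it was −0.02. The first 2 groups differed from the third by −0.07 and 0.08 (two-sided permutation tests, p = 0.0008 and 0.0238, adjusted p = 0.0039 and 0.0357 over 6 contrasts). A candidate explanation is internal priming of oligo(dT) at A-rich genomic sequence, in unequal shares of the reads of the 2 groups. Among genes without a poly(A) signal at the pPAS, the difference was −0.08 (interval −0.13 to −0.03, permutation p = 0.0013), as that would give, and it was −0.04 (−0.10 to 0.15) in the 77 genes with a signal. The same −0.08 argues against a lack of AATAAA or ATTAAA at the pPAS as the whole cause of this lean, since all genes compared there lack both. Variant forms of the signal were not counted and may differ between these genes. The value therefore does not decide on a use of weaker proximal sites. A further contrast took genes with A-rich sequence after neither PAS and a signal at the dPAS. There the difference between genes lacking and having a signal at the pPAS was 0.00 (interval −0.05 to 0.05). This interval leaves room for a small part of the lean. A change in the choice by the cells of sites followed by A-rich sequence was not tested and stays open.

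For the pattern of 8 shortened among 10 called genes, the PAS gaining use was followed by A-rich sequence in 2 of 10 genes (20.0%, 95% exact Clopper-Pearson interval 2.52 to 55.6%), IREB2 and TBL1XR1, against 21.7% of the genes not called. In the other 8 genes the 20 nt after that PAS held at most 7 A, but they were set apart by that criterion, so the value decides nothing about internal priming. For IREB2 and TBL1XR1 it stays open too, because the median RED of −0.09 in genes of that kind is far from their values but does not bound a single gene. By RT-qPCR of long against total transcripts, the paper found decreased dPAS use of both genes in HL-60 and THP-1 cells. That assay also used an oligo(dT) primer for reverse transcription, and whether it excludes internal priming was not tested here. Overlap of the windows around the 2 PASs is argued against, since 0 of the 10 genes had PASs 48 nt or less apart, against 4.26% of all genes. If CFIm25 acted through UGUA upstream of the sites by favoring the dPAS, RED would rise with the surplus of UGUA at the dPAS. Across genes, which are not independent replicates, Spearman's rho was −0.065 instead (interval −0.10 to −0.03, two-sided permutation p = 0.00091; Pearson's r = −0.074, p = 0.00011). It was −0.06 also in genes with A-rich sequence after neither PAS (permutation p = 0.00716) and −0.02 with UGUA counted over 50 nt (p = 0.208). The called genes alone are too few to show either direction.

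Among 344 genes with a RED at least as large as the smallest called one (0.63), 203 were negative and 141 positive (59.0% negative, two-sided exact binomial p = 0.000978). After RED was centered on its median, 53.0% of such genes were negative (183 against 162, exact binomial p = 0.282). Centering takes out a shared lean whatever its cause, so this does not decide whether RED is offset alike over all genes. The median RED was −0.09, −0.02 and 0.06 in genes with A-rich sequence after the pPAS alone, neither PAS and the dPAS alone, so a shift shared by all genes is not all that moved RED. The cause of the lean is left open.

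The share of read 1 that mapped uniquely, over the 6 libraries of unknown condition, was 68.1% in library 1, 67.2% in library 2 and 70.6% in library 3, and 62.6% in library 10, 63.8% in library 11 and 63.3% in library 12. For read 2 it was 30.6%, 31.6% and 32.5% in libraries 1, 2 and 3, and 29.5%, 30.2% and 29.6% in libraries 10, 11 and 12. Read 1 values thus fall into 2 clusters by library number, and read 2 values of the clusters are adjacent without overlap.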
